# Expression of TDRD9 in a subset of lung carcinomas by CpG island hypomethylation protects from DNA damage

**DOI:** 10.18632/oncotarget.22709

**Published:** 2017-11-27

**Authors:** Macarena Guijo, María Ceballos-Chávez, Elena Gómez-Marín, Laura Basurto-Cayuela, José C. Reyes

**Keywords:** DNA methylation, piRNA, DNA damage, DNA-PK, cancer

## Abstract

Tudor domain containing protein 9 (TDRD9) is a RNA helicase normally expressed in the germline, where it is involved in the biosynthesis of PIWI-interacting RNAs (piRNAs). Here, we show that *TDRD9* is highly expressed in a subset of non-small cell lung carcinomas and derived cell lines by hypomethylation of its CpG island. Furthermore, *TDRD9* expression is associated with poor prognosis in lung adenocarcinoma. We find that downregulation of *TDRD9* expression in TDRD9-positive cell lines causes a decrease in cell proliferation, S-phase cell cycle arrest, and apoptosis. Transcriptomic analysis demonstrated that *TDRD9* knockdown causes upregulation of cell cycle and DNA repair genes. We also observed that *TDRD9* knockdown triggers activation of the catalytic subunit of the DNA dependent protein kinase (DNA-PKcs) and phosphorylation of H2A.X, which are indicative of an increase of DNA double strand breaks. *TDRD9*-silenced cells also presented aberrant mitosis and abnormal-shaped nuclei indicating defects in chromosomal segregation. Finally, *TDRD9* silencing caused hypersensitivity to the replication stress inducer aphidicolin, while overexpression of the protein increased resistance to the drug, suggesting that TDRD9 protects from replicative stress to TDRD9-positive tumor cells. Thus, our results place TDRD9 as a marker for prognosis and as a potential therapeutic target in a subset of lung carcinomas.

## INTRODUCTION

Tudor domain containing protein 9 (TDRD9) is a putative ATP-dependent DEXH-box RNA helicase that contains a TUDOR domain [1, 2]. Under non-pathological conditions, human *TDRD9* is predominantly expressed in the germline. Mice Tdrd9 has been detected in spermatogonia, spermatocytes, spermatids in the testis and oocytes in the ovary [2]. Mammalian TDRD9 and the *Drosophila* homologue Spindle-E are involved in the process of biogenesis of a conserved class of small RNAs, called piRNA for their association with PIWI proteins [2–7]. piRNAs are implicated in transposon silencing at the transcriptional level in germ cells [5, 8–10], as recently reviewed in [11]. In fact, Tdrd9 is essential for silencing *Line-1* retrotransposons in the mouse male germline [2]. *Tdrd9* knockout mice display male sterility, probably as a consequence of massive *Line-1* activation. *Line-1* DNA is hypomethylated in *Tdrd9*^-/-^ mutants, indicating a connection between piRNA-mediated transcriptional silencing and DNA methylation [2, 9]. However, the specific role of TDRD9 in piRNA biogenesis and *Line-1* DNA methylation is unknown. TDRD9 interacts with MIWI2 (one of the mouse PIWI proteins) through its TUDOR domain and has been localized both in the nuclei and in the cytoplasm in germ cells-specific RNA structures called *nuage* [1, 2, 12].

Expression of germline-specific factors in tumor cells has received increased attention during the last years due to the fact that they can be ideal targets for cancer therapy [13–15]. Thus, the germline-restricted expression of these factors should, presumably, reduce side effects. As nothing was known about the role of TDRD9 in cancer, therefore we decided to search for abnormal *TDRD9* expression levels in different cancer databases and cell lines. Here we show that the *TDRD9* gene is expressed in about 15% of lung adenocarcinomas and 30% of skin melanoma tumors, but not in the normal tissues. The *TDRD9* gene presents a CpG island in its 5´ region that is hypomethylated in spermatic tissues but hypermethylated in most human tissues where the gene is not expressed. We show that TDRD9-expressing cell lines and tumor samples display a strong hypomethylation of the *TDRD9* CpG island. Silencing of *TDRD9* in lung cancer cell lines that express the gene causes a S-phase cell cycle arrest and increased DNA damage. Furthermore, TDRD9-deficient cells exhibit hypersensitivity to the replication stress inducer aphidicolin, while TDRD9 overexpression causes resistance to the drug, suggesting that TDRD9 plays a role in protection from replicative stress.

## RESULTS

### TDRD9 is highly expressed in lung adenocarcinoma and skin melanoma

As a first step to investigate a possible role of TDRD9 in cancer we explored publicly available cancer gene expression sets using the ONCOMINE database [16]. Analysis of *TDRD9* expression in two sets of lung adenocarcinomas [17, 18] and skin melanomas [19, 20] showed that, in the cancer samples, values did not follow a normal (Gaussian) distribution (Shapiro-Wilk test *P* < 0.00001) (Figure 1A), suggesting that the positive outlier values did not result from random variance. In fact, *TDRD9* expression was significantly increased (more than 2-fold the median) in 13% (8 out of 59 samples) to 15% (34 out of 225) of the analyzed lung adenocarcinoma samples (*P* < 0.0001 with respect to the level in normal lung tissue). Similarly, *TDRD9* expression is increased in 25% (6 out of 24) to 32% (13 out of 40) of the melanoma samples (*P* < 0.0001 with respect to the level in normal skin) (Figure 1A). We have also analyzed RNA-seq expression data from lung adenocarcinoma (TCGA-LUAD) [21] and skin melanoma (TCGA-SKCM) [22] cohorts from The Cancer Genome Atlas (TCGA) through cBioPortal [23]. The majority of TCGA-LUAD tumors did not express, or expressed at very low levels, the *TDRD9* transcript (TDRD9-negative tumors) (Figure 1B). However, 74 out of 491 tumors (15%) displayed high levels (≥ 5-fold over the median) of *TDRD9* transcript (TDRD9-positive tumors). Similarly, most TCGA-SKCM samples either did not express *TDRD9* or expressed it at very low levels. However, 149 of the 471 tumors (31%) expressed *TDRD9* at high levels (≥ 5-fold over the median) (Figure 1C). Therefore, our analysis indicates that *TDRD9* is highly expressed in a subset of lung adenocarcinoma and skin melanoma tumors. Similar analysis of other types of tumors from TCGA showed that *TDRD9* is expressed at high levels in a variable proportion of tumors, ranging from 1% in the case of colon cancer to 50% in acute myeloid tumors (AML) (Supplementary Figure 1).

**Figure 1:**
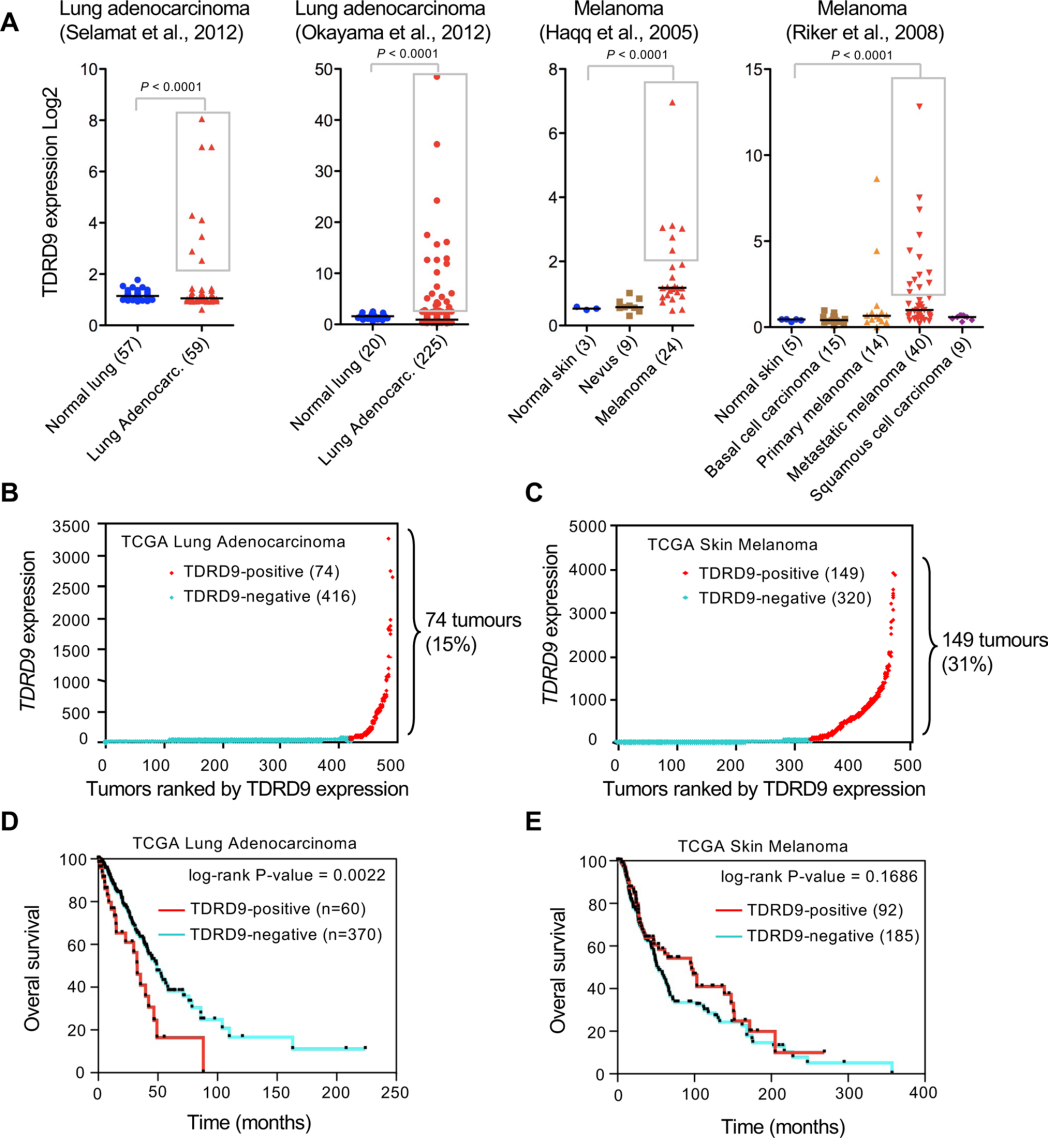
*TDRD9* expression in lung adenocarcinoma and skin melanoma (**A**) Analysis of *TDRD9* expression in lung adenocarcinoma and skin melanoma. Data were obtained from the indicated sources through ONCOMINE. Statistical significance value for Student’s *t*-test is *P* < 0.0001. (**B**, **C**) RNA-seq expression data (RSEM normalized) from lung adenocarcinoma (TCGA-LUAD) (B) and skin melanoma (TCGA-SKCM) cohorts (**C**). (**D**, **E**) Kaplan-Meier survival plots for TCGA-LUAD patients (D) and TCGA-SKCM patients (E). *P* values were calculated by log-rank test. Data obtained from The Cancer Genome Atlas (TCGA). (**B**-**E**) TDRD9-positive tumors are shown in red; TDRD9-negative tumors are shown in blue.

Kaplan-Meier survival curves revealed that TCGA-LUAD patients with TDRD9-positive tumors (*n* = 60) had a shorter survival as compared to those with TDRD9-negative tumors (*n* = 370), with median survivals of 32.7 versus 49.2 months, respectively (log-rank *P* = 0.0022) (Figure 1D). In contrast, no significant survival differences were observed between TCGA-SKCM patients with positive or negative TDRD9 tumors (*P* = 0.1686) (Figure 1E). These data indicate that *TDRD9* expression is a prognostic marker for a subset of lung adenocarcinoma.

Next we analyzed *TDRD9* expression by conventional (RT-PCR) and quantitative reverse transcription-PCR (RT-qPCR) in lung adenocarcinoma (LA) cell lines and other non-small-cell lung carcinoma (NSCLC) cell lines. Four of the cell lines analyzed—the NSCLC lines NCI-H1299 and NCI-H1975, and the LA lines NCI-H1993 and NCI-H441—showed levels of *TDRD9* mRNA similar to those in testis tissue (Figure 2A and 2B). Previous data from our lab indicated that *TDRD9* is also expressed in the cervix carcinoma cell line HeLa, therefore we also include this cell line in our assessment, as a positive control. In contrast, five cell lines—the LA lines A549, A427, and NCI-H1264, and the NSCLC lines NCI-H23 and NCI-H522—did not show significant levels of *TDRD9* mRNA. Human lung tissue also had very low levels of *TDRD9* expression (Figure 2A and 2B). These data confirm that *TDRD9* is expressed in a subset of lung carcinoma cell lines.

**Figure 2:**
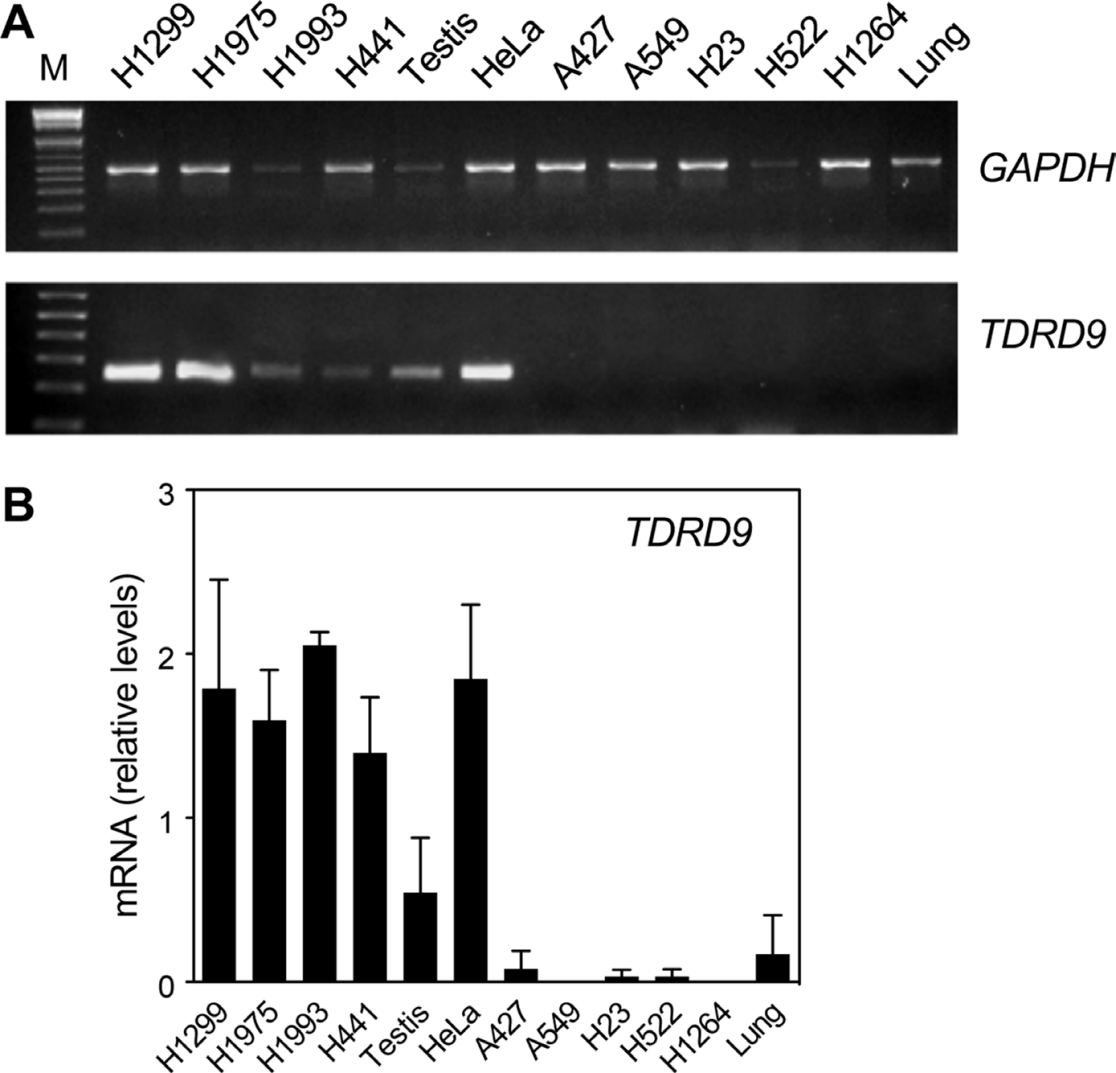
*TDRD9* is expressed in a subset of lung carcinoma cell lines Several non-small-cell lung carcinoma (NSCLC) (NCI-H1299, NCI-H1975, NCI-H23, NCI-H522) and lung adenocarcinoma (LA) cell lines (NCI-H1993, NCI-H441, A549, A427, NCI-H1264) as well as HeLa cells were used to determine the expression of *TDRD9* by conventional RT-PCR (**A**) or by RT-qPCR (**B**). Normal testis and lung tissues were used as positive and negative controls, respectively. M: 1 Kb Plus ladder. Values were normalized to *GAPDH* amplification. Data are the mean of at least *n* = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values.

### The *TDRD9* CpG island is hypomethylated in a subset of lung cancer

We next investigated the origin of the *TDRD9* expression in tumors. First, we verified that *TDRD9* expression was not correlated to the number of copies of the *TDRD9* gene in the TCGA-LUAD and TCGA-SKCM tumors, ruling out gene amplification as the reason for high *TDRD9* expression (Supplementary Figure 2).

The *TDRD9* gene has a promoter-associated CpG island that expands from nucleotides –287 to +417 with respect to the transcription start site (TSS) (Figure 3A). Analysis of data from the Roadmap Consortium [24] by using the UCSC Genome Browser indicated that the *TDRD9* CpG island is hypermethylated in most human organs (Supplementary Figure 3), including lung, consistent with the absence of expression of *TDRD9* in these organs. However, the region was hypomethylated in spermatozoa, where *TDRD9* is expressed. Then, we investigated the DNA methylation status of a region of the CpG island around the TSS (–234 to +109), in lung cancer cell lines with different levels of expression of *TDRD9* using bisulphite genomic sequencing analyses of multiple clones (Figure 3B). The *TDRD9* CpG island was hypermethylated in the cell lines that did not express *TDRD9* (A549, A427, H522, H1264 and H23). However, a strong hypomethylation of the CpG island was observed in the cell lines that expressed *TDRD9* (H1299, H1975, H1993 and H441). These data indicate that *TDRD9* expression in LA and other types of NSCLC is associated to promoter CpG island hypomethylation. Consistently, treatment of H1264 and A549 cells that do not express *TDRD9,* and that display *TDRD9* CpG island hypermethylation, with the DNA-demethylating agent 5-aza-2´-deoxycytidine promoted *TDRD9* expression (Figure 3C). Interestingly, *TDRD9* expression was progressively lost in the H1264 cell population upon 5-aza-2´-deoxycytidine removal, suggesting that signals that determine *TDRD9* CpG island methylation are still present or, alternatively, that *TDRD9* expression is deleterious for the proliferation in this cell line (Figure 3D).

**Figure 3:**
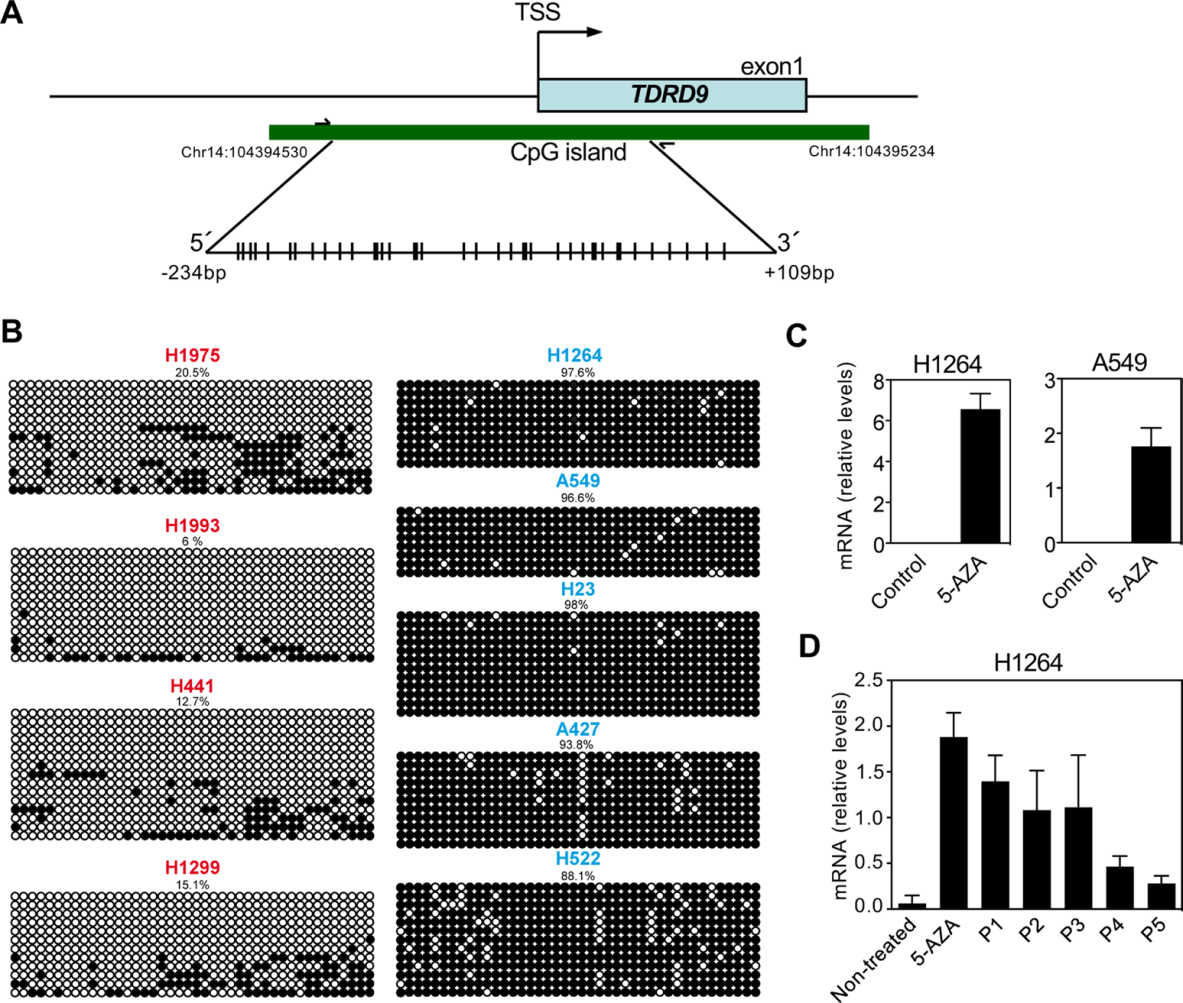
DNA methylation profile of the CpG island of *TDRD9* promoter (**A**) Schematic diagram of the CpG island of *TDRD9* promoter (-287 to +417 with respect to the transcription start site (TSS)). Amplified region for determination of DNA methylation (-234 to +109) is also shown. CpG pairs are represented by sticks. (**B**) Determination of DNA methylation by bisulfite conversion and sequencing of a region (-234 to +109 respect to the TSS) of the *TDRD9* CpG island from different lung carcinoma cell lines. Open circles denote unmethylated CpGs, and filled circles represent methylated CpGs. Eight to fourteen independent clones of each sample were sequenced. (**C**) Relative mRNA expression levels of *TDRD9* gene by RT-qPCR in TDRD9-negative lung carcinoma cell lines (H1264 and A549) after the treatment with 5-aza-2´-deoxycytidine for 72 hours. (**D**) Re-silencing of *TDRD9* gene expression in the H1264 cell line following of 5-aza-2´-deoxycytidine removal. Cells were treated with 5-aza-2´-deoxycytidine for 72 hours and then washed and cultured in the absence of the drug. Cells were passed 1:3 dilution every three days, and samples were taken at the indicated passage (P) for RNA isolation. Data are the mean of at least *n* = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values.

Analyzing the *TDRD9* methylation status in the TCGA-LUAD tumors revealed that *TDRD9* hypomethylation was associated with transcript overexpression (Spearman correlation test, *ρ* = –0.44, *P* < 0.00001, *n* = 429) (Supplementary Figure 4A). In fact, most (98%) of the tumor samples that did not express *TDRD9* showed a high level of *TDRD9* methylation (fraction of methylated cytosines > 0.5). In contrast, 83% of the samples that expressed *TDRD9* displayed a low level of *TDRD9* methylation (fraction of methylated cytosines < 0.5). Similar results were obtained from TCGA-SKCM (*ρ* = –0.54, *P* < 0.00001, *n* = 458), where 87% of the samples that expressed *TDRD9* showed a low level of *TDRD9* methylation (fraction of methylated cytosines < 0.5) (Supplementary Figure 4B). It has been shown that cancer CpG island hypomethylation often occurs in large genomic domains [25, 26]. Therefore, we analyzed the methylation status of the genes neighboring *TDRD9* (Supplementary Figure 4C) by dividing the samples into two categories: TDRD9-positive and TDRD9-negative tumors, as defined in Figure 1B and 1C. While the level of DNA methylation of *TDRD9* clearly decreased in TDRD9-positive tumors with respect to TDRD9-negative tumors (*P* < 0.0001), the methylation status of the genes neighboring *TDRD9* was independent of the level of *TDRD9* expression (Supplementary Figure 4D and 4E). These data indicate that hypomethylation of *TDRD9* is not linked to a general alteration of DNA methylation at the *TDRD9* genomic region.

### TDRD9 knockdown impairs proliferation in TDRD9-positive cell lines

Having observed the CpG island hypomethylation-associated *TDRD9* expression in a number of lung cancer cell lines (TDRD9-positive), we decided to investigate the role of TDRD9 in proliferation of these cells. Transfection of two different siRNAs that target the *TDRD9* transcript (siTDRD9-1 and siTDRD9-2) significantly impaired cell proliferation in the H1299 and H1993 cell lines as compared to cells transfected with a control siRNA (Figure 4A and 4B; Supplementary Figure 5). As a control, we also verified that *TDRD9* knockdown did not affect proliferation of the TDRD9-negative H1264 cell line (Figure 4B). We then analyzed the cell cycle of TDRD9-depleted cells by flow-cytometry. *TDRD9* knockdown provokes a reduction of the percentage of cells in G1 phase, and a concomitant increase of the percentage of cells in S phase, in the TDRD9-positive cell lines H1299, H1993, and H441, but not in the TDRD9-negative H1264 (Figure 4C), suggesting that the lower proliferation observed upon *TDRD9* knockdown can be due to S phase arrest. In addition, siTDRD9-1 transfection caused a 3- to 4-fold increase in the percentage of apoptotic cells after 72 hours in the TDRD9-positive cell lines H1299 and H1993, but not in the TDRD9-negative cell line H1264 (Figure 4D). Next we investigated the effect of lentiviral-mediated TDRD9 overexpression in cell proliferation of H1299, H1993 and H1264 cells. Overexpression of *TDRD9* caused a small but repetitive increase of proliferation in the TDRD9-positive cell line H1299 but had no effect in H1993 or in the TDRD9-negative H1264 (Supplementary Figure 6).

**Figure 4:**
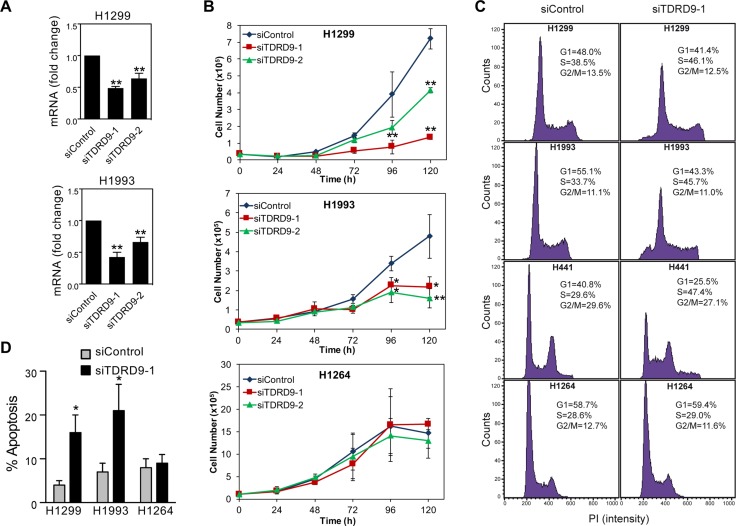
*TDRD9* depletion impairs proliferation in TDRD9-positive cell lines (**A**) Expression levels of *TDRD9* in H1299 and H1993 cell lines after the transfection with siRNA control or two different siRNAs against *TDRD9*. Data are the mean of at least *n* = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. (**B**) Growth curve of TDRD9-depleted cell lines. A TDRD9-negative lung carcinoma cell line (H1264) was used as a control. Data are the average of four (H1299 and H1993) or three (H1264) independent experiments. Error bars represent standard deviation. Levels of *TDRD9* mRNA during time points of the growth curve is shown in Supplementary Figure 5. (**C**) Flow cytometry of TDRD9-positive (H1299, H1993, and H441) or TDRD9-negative (H1264) lung carcinoma cell lines 72 hours after transfection of control siRNA or siRNA against *TDRD9*. Representative experiments are shown. (**D**) Level of apoptosis was determined 72 hours after transfection of control siRNA or siRNA against *TDRD9,* by measuring the percentage of cells containing a subG1 DNA content by flow cytometry. Data are the average of three independent experiments. Error bars represent ± SD values. **A**, **B**, **D**. Significance respect to the siControl was tested by using Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01.

### Characterization of transcriptional changes caused by *TDRD9* knockdown

It has been shown that a complex between Tdrd9 and Miwi2 is involved in controlling *Line-1* retrotransposase expression through piRNA-mediated hypermethylation in mouse germ cells [2]. In fact, *PIWIL4* gene (the human orthologue of *Miwi2*) was expressed in several of the cell lines analyzed (Supplementary Figure 7A). Then, we determined the level of expression of the *LINE-1* transcript in cell lines expressing or not expressing *TDRD9* and *PIWIL4*. No correlation was present between *TDRD9* and/or *PIWIL4* expression and the level of expression of the *LINE-1* transcript (Supplementary Figure 7B and C). We next showed that downregulation of *TDRD9* expression in TDRD9-positive and PIWIL4-positive cell lines did not affect the level of *LINE-1* transcript (Supplementary Figure 7D). In conclusion, these data suggest that TDRD9 does not control *LINE-1* transcript expression in lung cancer cells.

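*TDRD9*, which encodes the Tudor-domain RNA helicase targeted by both siRNAs, was measured by 1 probe set of the array. In NCI-H1993 cells, a lung adenocarcinoma line, its log2 signal was 6.80 ± 0.14 (SD, n = 3 cultures) with siControl, 4.62 ± 0.33 (n = 3) with siTDRD9-1 and 6.10 ± 0.038 (n = 3) with siTDRD9-2. The single cultures gave 6.65, 6.80 and 6.93 with siControl. They gave 4.94, 4.64 and 4.28 with siTDRD9-1, and 6.12, 6.12 and 6.06 with siTDRD9-2. The signal left was 22.1% of siControl with siTDRD9-1 and 61.7% with siTDRD9-2. These are log2 changes of -2.18 (standard error 0.144, adjusted p = 2.22e-05 from limma) and -0.70 (standard error 0.144, adjusted p = 0.00931), and the 2 changes differed by 1.48 (adjusted p = 0.000426). Every culture of either siRNA lay below every siControl culture (exact permutation test, two-sided, p = 0.1, the smallest that 3 cultures against 3 allow). The fall with siTDRD9-2 had an adjusted p of 0.0153 with the replicate number as a block, and of up to 0.0469 when 1 culture was left out, so it did not pass 0.01 there.
Total RNA was collected 72 h after transfection from 3 independent cultures per siRNA and hybridized to 9 Affymetrix PrimeView arrays. The authors deposited log2 values made with RMA, which corrects the background, gives all arrays 1 distribution and summarizes the probes of each probe set. Of 49395 probe sets, 102 are controls of the array and 49293 were tested. A single gene is named for 44988 of them, several genes for 1832 and none for 2473. The probe sets with a single gene cover 18132 genes, of which 11734 have more than 1. The median log2 value per array was 5.773, 5.756 and 5.753 with siControl, 5.803, 5.785 and 5.789 with siTDRD9-1, and 5.767, 5.780 and 5.758 with siTDRD9-2. Pairs of arrays of 1 group correlated at 0.994 to 0.998 and pairs of different groups at 0.988 to 0.995. All 9 arrays were fitted together with limma, and a probe set was called at an FDR under 0.01 and a change of at least 2-fold. A gene with several probe sets is described by the brightest one, with the highest mean over the 9 arrays, and the called ones are given beside it. In addition, 21 lists of genes written before the data were examined, but with Table 1 and Supplementary Table 1 known, were tested with camera. The number of arrays limits the precision of every value.
The control probe sets differed between siControl and the other 6 arrays. The poly-A spike-ins, bacterial transcripts made to be added before labelling, had a mean log2 signal of 8.23 ± 0.127 (SD, n = 3) with siControl, 7.53 ± 0.176 with siTDRD9-1 and 7.56 ± 0.105 with siTDRD9-2 (exact permutation test of 6 arrays against 3, p = 0.0119, the smallest possible). Their 3′ probe sets exceeded their 5′ probe sets by 1.55 ± 0.162 with siControl, 1.23 ± 0.0792 with siTDRD9-1 and 1.21 ± 0.0558 with siTDRD9-2 (exact permutation p = 0.0119). This mean came mostly from the spike-ins Dap and Thr. Their 3′ probe sets changed by -0.78 and -0.74, and by -0.50 and -0.47, and their 5′ ones by -0.09 and -0.0009, and by -0.04 and -0.06. In Lys and Phe the ends changed more alike, by -1.25 and -1.24 against -1.20 and -1.21, and by -1.005 and -1.025 against -0.92 and -0.84. The 3′ probe set of 18S rRNA stood at 11.9 ± 0.568, 13.4 ± 0.307 and 13.4 ± 0.393 (exact permutation p = 0.0119). The 5′ probe set of 18S rRNA changed less, by 0.36 with siTDRD9-1 and 0.34 with siTDRD9-2 (adjusted p = 0.181 and 0.205 in limma with control probe sets included). The middle one changed by 0.64 and 0.63 (adjusted p = 0.0616 and 0.0597 in the same fit). The sample descriptions name NCI-H1993 for all 9 arrays, but their field on RNA isolation names a colorectal (HCT) line depleted of SLBP. In these arrays *SLBP*, the stem-loop binding protein of histone mRNA, stood at 10.9 with siControl and had log2 changes of 0.00 and -0.03. The field on labelling names a kit that labels whole transcripts, and the methods state end-labelled DNA made from 100 ng of RNA, whereas PrimeView probes lie towards the 3′ ends of transcripts.

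**Figure D1:**
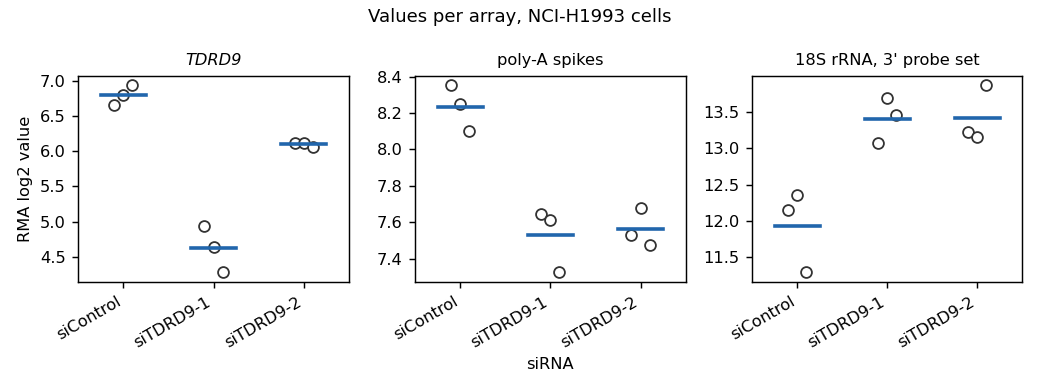
RMA log2 values per array (vertical axis) by siRNA (horizontal axis) for the *TDRD9* probe set, the mean of the poly-A spike-ins and the 3′ probe set of 18S rRNA. Circles are single arrays and lines are means of 3 arrays. The *TDRD9* means are 6.80, 4.62 and 6.10.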

To elucidate the transcriptional consequences of TDRD9 depletion in a TDRD9-positive cell line, we performed RNA expression profiling using Affymetrix DNA microarrays of H1993 cells transfected with siTDRD9-1, siTDRD9-2, or control siRNA. The two independent siRNAs against *TDRD9* produced similar transcriptional changes with respect to the control siRNA (Pearson coefficient, *r* = 0.634, *P* < 0.0001) (Figure 5A). 

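Against siControl, many transcripts changed the same way with both siRNAs, and others differed between the siRNAs. The siControl arrays also differ from the other 6 in the poly-A spike-ins, so changes shared by the siRNAs cannot be told apart from handling. *H1-3*, a linker histone gene, rose by 1.83 (log2, standard error 0.212, adjusted p = 0.000388) with siTDRD9-1 and by 1.91 (adjusted p = 0.000272) with siTDRD9-2. A probe set of *MATN3*, which encodes a matrilin of the extracellular matrix, changed by -1.58 and -1.94 (standard error 0.135), and its brightest by -1.03 and -1.36. In contrast, *CDKN1A*, the cell cycle inhibitor induced by p53, changed by 0.78 with siTDRD9-1 (adjusted p = 0.00108) and by -0.11 with siTDRD9-2 (adjusted p = 0.583), and the siRNAs differed by -0.90 (adjusted p = 0.00103). *DNM1*, a dynamin of endocytosis, fell by 1.15 with siTDRD9-1 and had a value of 0.54 with siTDRD9-2 (adjusted p = 0.0133), a difference of 1.69 (adjusted p = 0.0001). *ENTPD3*, an ectonucleotidase gene, rose by 1.22 with siTDRD9-1 and had a value of -0.61 with siTDRD9-2 (adjusted p = 0.0153), a difference of -1.82 (adjusted p = 0.000121).
Across the 49293 probe sets, the log2 changes of the siRNAs had a Pearson r of 0.632 and a Spearman rho of 0.542, and 67.9% of probe sets had changes of the same sign. These are correlations across probe sets, which are not independent replicates, so no p is given. Both changes are taken against the same 3 siControl arrays, which also differ from the other 6 in the poly-A spike-ins. In 100 simulations of unchanged groups that share these controls, with each probe set drawn independently, r was 0.487 to 0.512. Probe sets of real arrays vary together, so r could range more widely than this without an effect. The covariance of the changes was 0.0473, against 0.0090 in the simulations. The r had a jackknife standard error of 0.0752 over arrays.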

We selected 138 genes that were differentially expressed by both siRNAs (FDR < 0.01 and |lineal fold change| ≥ 2 fold) of which 123 were up-regulated and 15 were down-regulated (Supplementary Table 1). 

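Most transcripts that changed at least 2-fold with both siRNAs rose. The largest rise was that of *H1-4*, a linker histone gene, by 2.62 (log2, standard error 0.163, adjusted p = 1.57e-05) with siTDRD9-1 and by 3.02 (adjusted p = 9.76e-06) with siTDRD9-2. The 3′ probe set of 18S rRNA changed by 1.48 and the poly-A spike-in level by -0.69 on the same 6 siTDRD9 arrays. *BDP1*, a subunit of the RNA polymerase III factor TFIIIB, rose by 1.77 and 2.18 at a dim probe set, *PPARGC1A*, a coactivator of mitochondrial genes, by 1.54 and 2.12, and *PPFIBP1*, a liprin, by 1.89 and 1.79. The brightest probe sets of these 3 genes had log2 changes of -0.50 and -0.37, of 0.21 and 0.49, and of -0.06 and -0.04, none of which passed an FDR of 0.01. The third probe set of *BDP1* was also called, with rises of 1.39 and 1.69. Of *PPARGC1A*, 2 of 4 probe sets were called, and of *PPFIBP1* 1 of 6. For each of these 2 genes, 1 more passed an FDR of 0.01 with both siRNAs. *DHX9*, *PRKDC*, *CEP250*, *RASSF8* and *MKI67* were also among the 10 genes with the largest rises. Among the falls, *PPP3R1*, the regulatory subunit of calcineurin, changed by -1.71 and -1.57 (standard error 0.322), a probe set of *ASPH*, an aspartate hydroxylase, by -1.46 and -1.68 and 1 of *SHISA2* by -1.65 and -1.10. The brightest probe sets of *ASPH* and *SHISA2* had values of -0.20 and -0.31, and of -0.11 and -0.16, none of which passed, and another of *ASPH* rose by 0.64 with siTDRD9-2 (adjusted p = 0.00368). *DLEU2*, a long non-coding RNA gene, changed by -1.27 and -1.36. *SCLT1*, which encodes a protein of the centriole's appendages, had 1 probe set that changed by -1.06 and -1.60 and another that rose by 1.03 and 1.17, with -0.70 and -0.30 at its brightest.
With siTDRD9-1, 352 probe sets were called, 241 up and 111 down, and 11541 had an unadjusted p under 0.05. With siTDRD9-2, 399 were called, 298 up and 101 down. At an FDR of 0.01 alone the directions were more even, with 1190 higher and 1047 lower with siTDRD9-1, and 1456 and 1100 with siTDRD9-2. Both siRNAs called 178 probe sets in 1 direction, 160 up and 18 down, and 0 in opposite directions. The siRNAs share their siControl arrays, so these calls are not independent. Among probe sets with a single gene these are 125 genes, 111 up and 15 down, with *SCLT1* in both groups. A further 14 probe sets called up and 1 called down name several genes or none.
Of the 111 genes called up, 108 have other probe sets, 348 in all, whose median change was 0.022 (quartiles -0.15 to 0.24), against a median of 1.30 at the called ones. The other ones are by definition not called with both siRNAs, so the split itself widens this gap. Of these 348, 31 also passed an FDR of 0.01 with both siRNAs in the same direction and 2 in the opposite one. The called probe sets were somewhat dimmer, with a median level of 7.17 against 7.66. For 16 of the 111 genes the brightest probe set was called. The mean log2 level of the 160 probe sets was 6.43 ± 0.163 (SD, n = 3) with siControl, 7.77 ± 0.0627 with siTDRD9-1 and 7.80 ± 0.112 with siTDRD9-2, on the same arrays that differ in the poly-A spike-ins. With the 3′ to 5′ difference of the spike-ins as a covariate, an alternative chosen after seeing the data, 0 genes were called with both siRNAs by limma (3868 and 3490 probe sets had an unadjusted p under 0.05). The median rises went from 1.28 to 1.17 and from 1.32 to 1.17. Their standard errors grew from 0.133 to 0.229 and 0.239. The spike-in difference was at least 1.368 on each siControl array and at most 1.304 on the others. With no overlap, this fit extrapolates and cannot tell whether labelling accounts for the rises.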

Misregulated expression of nine genes upon reduction of *TDRD9* expression was confirmed by RT-qPCR (Figure 5B).

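On the arrays, 6 of the 9 genes fell with both siRNAs at 1 or more probe sets and 3 rose. *CTSV*, which encodes cathepsin V, fell at its brightest probe set by 0.76 (log2, standard error 0.0888, adjusted p = 0.000402) with siTDRD9-1 and by 0.88 (adjusted p = 0.000152) with siTDRD9-2, and at all 3 of its probe sets. *PBX2* and *HOXB8*, homeobox transcription factors, fell at their brightest probe sets, *PBX2* by 1.41 and 1.23 (standard error 0.227, adjusted p = 0.00277 and 0.00503) and *HOXB8* by 1.33 and 1.16 (standard error 0.209, adjusted p = 0.0024 and 0.00447). The RNA-binding protein gene *QKI* changed by -1.13 and -1.62 at a called probe set and by -0.44 (adjusted p = 0.00992) and -0.26 (adjusted p = 0.0917) at its brightest.
*AXL*, a receptor tyrosine kinase gene, changed by -2.08 and -2.20 (standard error 0.248, adjusted p = 0.000454 and 0.00029) at a probe set with a log2 signal of 5.14 in siControl, and by -0.06 and -0.07 at the other. *CCN2*, which encodes connective tissue growth factor (CTGF), changed by -1.24 and -1.62 (standard error 0.172, adjusted p = 0.0011 and 0.000208) at 1 probe set and by -0.44 and -0.41 at its brightest, whose mean signal was 3.62. *RASSF8*, a Ras-association domain protein gene, rose by 1.76 and 2.09 (standard error 0.354, adjusted p = 0.00884 and 0.00313) at 1 of 6 probe sets, and its brightest had values of 0.28 and 0.42. *CCND2* and *PRKDC* each rose with both siRNAs at 1 probe set. All these changes were measured on the arrays with the lower poly-A spike-in signal. A covariate for the 3′ to 5′ difference of the spike-ins, chosen after seeing the data, was also fitted. Of the 3 rises, 1 then stayed called with siTDRD9-1 and 0 with siTDRD9-2. In limma, 2 and 3 of them had an unadjusted p under 0.05. Over the 31 single-gene probe sets of these 9 genes, 9 were called with both siRNAs and 3 more passed an FDR of 0.01 with both. The RT-qPCR values themselves were not analysed here.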

**Figure 5:**
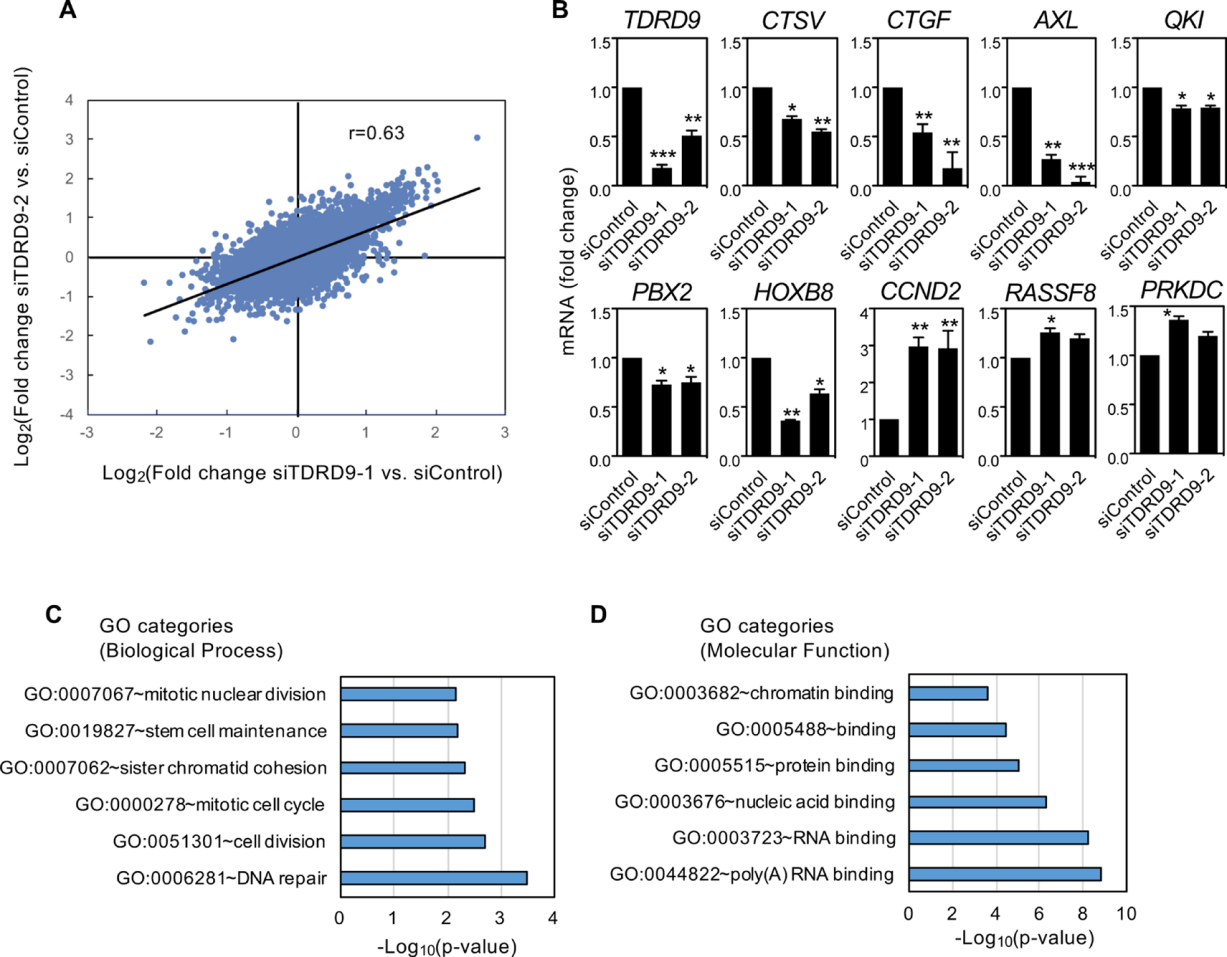
Characterization of transcriptional changes caused by *TDRD9* knockdown in the lung adenocarcinoma cell line H1993 (**A**) Correlation between the results obtained after knockdown of *TDRD9* using two different siRNAs (Pearson coefficient, *r* = 0.634; *P* < 0.0001). (**B**) Effect of *TDRD9* knockdown on the expression of the indicated genes. Expression levels of *TDRD9* were determined as a control. mRNA levels were determined by RT-qPCR. Data are the mean of at least *n* = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. Significance respect to the siControl was tested by using Student’s *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.0001. (**C**) Biological process-GO categories enriched in genes upregulated after *TDRD9* knockdown. (**D**) Molecular function–GO categories enriched in genes upregulated after *TDRD9* knockdown. Bonferroni-corrected *P* values were -log10 transformed.

Biological process-Gene Ontology (BP-GO) analysis showed that several functional categories related to DNA repair, cell cycle, and mitotic cell division were strongly represented in the set of genes upregulated upon TDRD9 depletion (Figure 5C). 

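Genes of double strand break repair, of cohesin and condensin and of the centrosome were over-represented among the 111 genes called up with both siRNAs. Of 49 measured genes of double strand break repair, 5 were called, against 0.3 expected (adjusted p = 0.000125, one-sided Fisher's exact test over 18132 genes). They are *PRKDC*, the catalytic subunit of DNA-PK, *RIF1*, which protects broken ends from resection, *PARP1*, a sensor of DNA breaks, *ATRX*, a chromatin remodeller, and *SETD2*, a histone methyltransferase named here after its values were seen. Of 26 genes of cohesin and condensin, 4 were called (*ESCO1*, *SMC1A*, *SMC2* and *SMC3*), against 0.159 expected (adjusted p = 0.000125). Of 48 centrosome genes, 3 were called (*CEP250*, *CEP290* and *CEP350*), against 0.294 expected (adjusted p = 0.0155). Of 36 genes of excision and mismatch repair, 1 was called, *ERCC6L2* (adjusted p = 0.521), and of 31 genes of the Fanconi pathway and fork protection, 0 were (adjusted p = 1). All of these genes stand in Table 1 or, for *SETD2*, in Supplementary Table 1, which were known when the lists were written, so their lists are not independent evidence. These rises were measured on the 6 arrays with the lower poly-A spike-in signal. With the 3′ to 5′ difference of the spike-ins as a covariate, chosen after seeing the data, the standard errors grew. This difference does not overlap between siControl and the other arrays, so the fit cannot separate labelling from the siRNAs. In limma, 0 of the called probe sets of these 3 over-represented lists then stayed called with both siRNAs (all had an unadjusted p under 0.05). Their median rises with siTDRD9-1 and siTDRD9-2 went from 1.32 and 1.49 to 1.24 and 1.34 in double strand break repair, from 1.46 and 1.56 to 1.27 and 1.30 in cohesin and condensin, and from 1.37 and 1.34 to 1.30 and 1.30 in the centrosome list.
At the brightest probe set of each gene, few members passed an FDR of 0.01. In double strand break repair, 2 rose and 1 fell with siTDRD9-1 (2 and 1 adjusted over the list alone; 3 rose and 8 fell at an unadjusted p under 0.05), and 2 rose and 0 fell with siTDRD9-2 (2 and 0; 7 rose and 5 fell at an unadjusted p under 0.05). *RIF1* and *RPA1*, a subunit of the single-strand binding protein of replication and repair, rose with both, *RPA1* by 0.51 and 0.47 (standard error 0.0867, adjusted p = 0.00379 and 0.00488). *RPA1* passed at only 1 of its 2 probe sets, whose values went down to -0.10. In cohesin and condensin, 2 rose with siTDRD9-1 (3 rose and 1 fell adjusted over the list alone) and 1 rose with siTDRD9-2 (1), and *SMC3* rose with both. As lists, neither shifted in camera (adjusted p = 0.817 and 0.437 for repair, 0.693 and 0.684 for cohesin). In the centrosome list, 3 members fell with siTDRD9-1 (6 adjusted over the list alone), and 1 rose and 4 fell with siTDRD9-2 (1 and 7), and *CNTRL*, which encodes centriolin, fell with both by 0.55 and 0.49 (standard error 0.101). This list shifted down with siTDRD9-1 (adjusted p = 0.000806, adjusted p = 0.947 with an estimated correlation) and had an adjusted p of 0.103 with siTDRD9-2. In excision and mismatch repair, 1 member rose and 1 fell with each siRNA, as many as when adjusted over the list alone (adjusted p = 0.485 and 0.462), and *MSH3*, a mismatch recognition gene, rose with both by 0.46 and 0.54. *MSH3* also passed at only 1 of its 2 probe sets, with values down to -0.33. In the Fanconi list, 2 rose and 2 fell with siTDRD9-1 (2 and 2 adjusted over the list alone; 4 rose and 8 fell at an unadjusted p under 0.05), and 0 passed with siTDRD9-2 (4 rose and 5 fell at an unadjusted p under 0.05; camera adjusted p = 0.884 and 0.748). Counting as called only genes called at their brightest probe set, chosen after seeing the data, left 16 genes, with an adjusted p of 0.238 for cohesin and 1 for the other 4 lists. Without dim probe sets, the centrosome list had an adjusted p of 0.29.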

RNA binding categories were also enriched when Molecular function-GO enrichments were analyzed (Figure 5D). 

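Genes of RNA unwinding, decay and polyadenylation were over-represented among the genes called up. Of 86 measured genes of this list, 6 were called with both siRNAs, against 0.526 expected (adjusted p = 0.000125, one-sided Fisher's exact test). They are the helicase genes *DDX6* and *DHX9*, the exonuclease gene *XRN1*, the poly(A) polymerase gene *PAPOLA*, *FMR1*, an RNA-binding regulator of translation, and *SMG1*, a kinase of nonsense-mediated decay named here after its values were seen. Of 56 splicing genes, 2 were called, *SF3B1* and *U2SURP*, both of the U2 snRNP, against 0.343 expected (adjusted p = 0.139, and 0.0103 when genes are called at 1.5-fold and an FDR of 0.05). *U2SURP* was likewise named after its values were seen. Apart from *SMG1*, the paper or its Supplementary Table 1 names these genes from the same arrays, so their lists are not independent evidence. These rises were measured on the 6 arrays with the lower poly-A spike-in signal. A fit with the 3′ to 5′ difference of the spike-ins as a covariate was chosen after seeing the data. As that difference does not overlap between siControl and the other arrays, the fit cannot separate labelling from the siRNAs. The standard errors grew, and 0 of the called probe sets of these 2 lists stayed called in limma (all had an unadjusted p under 0.05). Their median rises went from 1.35 and 1.28 to 1.17 and 1.18 in the RNA list and from 1.07 and 1.14 to 0.88 and 0.78 in splicing.
At the brightest probe set of each gene, 2 genes of the RNA list rose and 1 fell with siTDRD9-1 (2 and 1 adjusted over the list alone), and 2 rose and 1 fell with siTDRD9-2 (3 and 2). *DDX39B*, a helicase of splicing and mRNA export, rose with both by 0.95 (standard error 0.16, adjusted p = 0.00361) and 0.82 (adjusted p = 0.00693). Neither siRNA shifted the list (camera adjusted p = 0.232 and 0.437). In splicing, 3 members fell with siTDRD9-1 (3 adjusted over the list alone), and 1 rose and 1 fell with siTDRD9-2 (1 and 1), with 0 in common (1 rose and 7 fell with both at an unadjusted p under 0.05 in limma). The adjusted p of the shift was 0.122 and 0.437. Among genes called at their brightest probe set, 0 belong to either list.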

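The genes called up included a few of the G2 and M phase transcripts and 0 of the 49 genes of the list of replication origins and forks. Of 54 genes whose transcript peaks in G2 or M phase, 3 were called with both siRNAs, against 0.331 expected (adjusted p = 0.0155, one-sided Fisher's exact test; adjusted p = 0.326 without dim probe sets and 1 with genes called at their brightest probe set). They are *CDCA2*, which targets protein phosphatase 1 to chromatin, *MKI67*, and *CENPF*, a kinetochore protein gene named here after its values were seen. They stand in Table 1 or Supplementary Table 1, known when the list was written, so the list is not independent evidence. These rises were measured on the 6 arrays with the lower poly-A spike-in signal. When the 3′ to 5′ difference of the spike-ins was a covariate, chosen after seeing the data, the standard errors grew. In limma, 0 of the 3 called probe sets of the G2 and M list stayed called (all had an unadjusted p under 0.05). Their median rises went from 1.66 and 1.57 to 1.84 and 1.76. This fit cannot separate labelling from the siRNAs, as the spike-in ranges of siControl and the other arrays do not overlap. In the replication list 0.3 were expected. At the brightest probe set of each gene, *TOP2A*, the topoisomerase that untangles sister chromatids, rose with both siRNAs by 0.72 (log2, standard error 0.0973, adjusted p = 0.000948) and 0.65 (adjusted p = 0.00151).
In the G2 and M list, 2 members rose and 1 fell with siTDRD9-1 (3 and 1 adjusted over the list alone), and 1 rose and 5 fell with siTDRD9-2 (1 and 9). The list shifted down with siTDRD9-2 (camera adjusted p = 0.0444, adjusted p = 0.84 with an estimated correlation) and had an adjusted p of 0.0926 with siTDRD9-1. Its median log2 change was -0.13 with siTDRD9-1 and -0.12 with siTDRD9-2. In the replication list, 3 rose and 1 fell with siTDRD9-1 (3 and 1 adjusted over the list alone) and 2 rose and 3 fell with siTDRD9-2 (3 and 4), and *RPA1* and *TOP2A* rose with both. Its camera adjusted p was 0.693 and 0.507. *MCM4*, a subunit of the replicative helicase, had log2 changes of -0.24 (adjusted p = 0.104) and -0.30 (adjusted p = 0.0422).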

Pathways such as M phase (Bonferroni adjusted *P* = 0.0005), DNA replication (*P* = 0.0008), metabolism of RNA (*P* = 0.0013) and mitotic cell cycle (*P* = 0.0029) from the Pathway Commons database [27] were also enriched among the upregulated genes. Table 1 summarizes the effect of siTDRD9-1 or siTDRD9-2 on the transcript level of several cell cycle and DNA repair genes. Thus, genes whose expression normally increases at the S or G2/M phases, including those that encode subunits of the condensin and cohesin complexes (*SMC1A, SMC2, SMC3* and *ESCO1*), centrosomal structural components (CEP250, CEP290, and CEP350), cell cycle regulators (*CCND2, CDC27,* and *CDCA2*), and the proliferation marker Ki-67 (*MKI67*), were upregulated upon TDRD9 depletion. 

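Each of the 19 genes of Table 1 is measured by several probe sets, and in most of them 1 or more probe sets rose while the brightest did not pass. Of their 88 single-gene probe sets, 24 were called up with both siRNAs, with a median log2 change of 1.39, and the other 64, of which 5 more passed an FDR of 0.01 upward with both siRNAs, had a median of -0.08. The split is by the call itself, which widens the gap between these medians. The called ones belong to 18 genes. The brightest probe set was called for *SMC3*, *CDC27*, a subunit of the anaphase-promoting complex, and *CCND2*, which encodes cyclin D2, and that of *RIF1* passed an FDR of 0.01 with both siRNAs below 2-fold. *BOD1L1*, which protects stalled replication forks, rose by 1.48 (standard error 0.101, adjusted p = 2.38e-05) and 1.83 (adjusted p = 9.76e-06) at 1 probe set and had values of -0.24 and 0.06 at its brightest. *MAP4*, a microtubule-associated protein gene, rose at 1 of 8 probe sets by 1.02 and 1.01 (standard error 0.0947), and its brightest had values of -0.10 and -0.07. *CDK11A*, a cyclin-dependent kinase gene, was called only at probe sets it shares with *CDK11B*, and its own brightest one had values of 0.02 and 0.13 (adjusted p = 0.936 and 0.515). These rises were measured on the 6 arrays with the lower poly-A spike-in signal. With the 3′ to 5′ difference of the spike-ins as a covariate, chosen after seeing the data, the standard errors of the 24 grew. In limma, 1 of the 24 stayed called with siTDRD9-1 and 0 with siTDRD9-2 (all had an unadjusted p under 0.05). Their median rises went from 1.33 and 1.45 to 1.23 and 1.28. As the spike-in ranges of siControl and the other arrays do not overlap, labelling cannot be separated from the siRNAs.

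**Figure D2:**
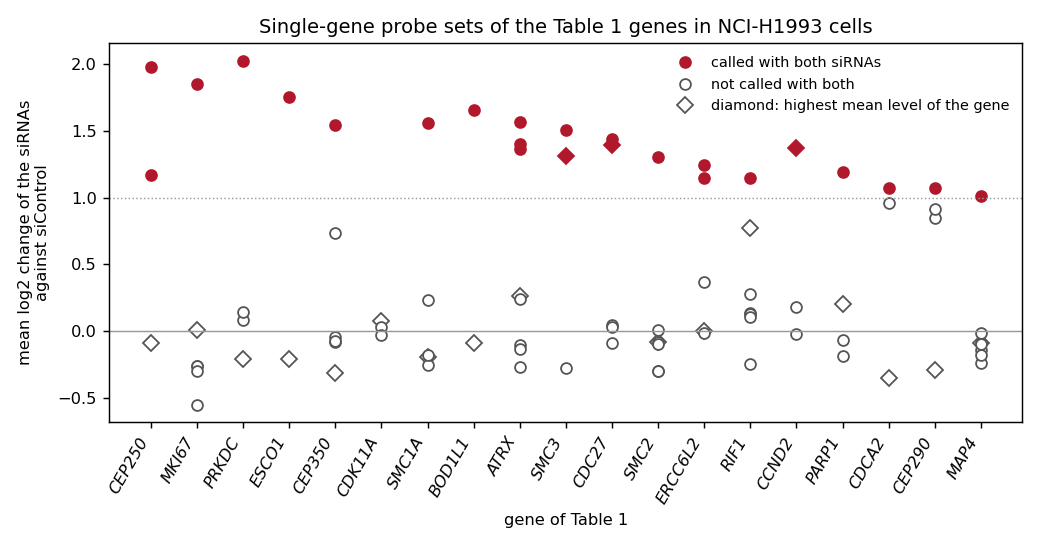
Mean log2 change of the siRNAs against siControl (vertical axis) at every single-gene probe set of the genes of Table 1 (horizontal axis). Filled red symbols are probe sets called with both siRNAs, open symbols are the others, and diamonds mark the brightest probe set of a gene. The dotted line marks a 2-fold rise. The called probe sets have a median of 1.39 and the others of -0.08.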

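Of these 11 genes, *SMC3*, *CDC27* and *CCND2* rose at their brightest probe sets and the other 8 at dimmer ones. *SMC3*, a core subunit of cohesin, rose by 1.24 (log2, standard error 0.113, adjusted p = 0.000113) with siTDRD9-1 and by 1.38 (adjusted p = 4.59e-05) with siTDRD9-2. *CDC27* rose by 1.36 (standard error 0.117, adjusted p = 8.62e-05) and 1.43 (adjusted p = 4.59e-05). Of its 5 probe sets 2 were called, and the other 3 had values from -0.14 to 0.10. Of the 3 probe sets of *SMC3* 2 were called, and the other had values from -0.34 to -0.21. *CCND2* rose by 1.09 (standard error 0.184, adjusted p = 0.00361) and 1.66 (adjusted p = 0.000262) from a log2 signal of 3.53 in siControl. *MKI67*, the proliferation marker, rose at 1 of 6 probe sets by 2.04 (standard error 0.115, adjusted p = 1.18e-05) and 1.67 (adjusted p = 2.41e-05), and its brightest had values of -0.06 and 0.07.
*SMC1A*, another cohesin subunit, rose at 1 of 5 probe sets by 1.53 and 1.58 (standard error 0.209), *SMC2*, a condensin subunit, at 1 of 7 by 1.35 and 1.26 (standard error 0.178) and *ESCO1*, the acetyltransferase of cohesin, by 1.69 and 1.82 (standard error 0.181). The brightest probe sets of these 3 genes had values of -0.32 and -0.07, of -0.17 and 0.01, and of -0.24 and -0.18. *CEP250*, which links the centrioles, rose by 2.04 (standard error 0.125, adjusted p = 1.5e-05) and 1.91 (adjusted p = 2.05e-05) at 1 probe set and by 1.17 and 1.18 at another of its 3, with -0.04 and -0.13 at its brightest. *CEP290*, a protein of the ciliary transition zone, rose at 3 of 4 probe sets, by 1.03 and 1.10 (standard error 0.148), by 0.78 and 0.91, and by 0.94 and 0.89. *CEP350*, a centriole-stabilizing protein gene, rose at 2 of 6, by 1.58 with siTDRD9-1 (standard error 0.124, adjusted p = 5.65e-05) and about as much with siTDRD9-2 (adjusted p = 4.98e-05), and by 0.74 and 0.74. Their brightest probe sets had values of -0.18 and -0.39, and of -0.47 and -0.16. *CDCA2* rose at 2 of 3 probe sets, by 1.04 and 1.10 (standard error 0.136) and by 0.98 and 0.93, with -0.24 and -0.46 at its brightest.
With the mean over all probe sets of a gene, *CEP250*, *CEP290*, *ESCO1* and *CDCA2* rose with both siRNAs, *CEP250* the most, by 1.06 and 0.98, and so did *SMC3* and *CDC27*. By this mean *MKI67* (0.21 and -0.05), *SMC1A* (0.16 and 0.30), *SMC2* (0.03 and 0.10) and *CEP350* (0.22 and 0.37) did not pass, and *CCND2* passed with siTDRD9-2 alone. The same 6 arrays carry the lower poly-A spike-in signal.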

Supplementary Figure 8 shows that expression of cyclin D2 gene (*CCND2*) was also increased in other two lung cancer cell lines: H1299 and H441. In summary, transcriptomic analysis together with the cell cycle and proliferation data indicate that a decrease of *TDRD9* expression levels causes a cell cycle arrest in S phase.

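The 41 measured genes of the S phase list, whose transcripts peak in S phase, did not change together in these arrays. *PCNA*, the sliding clamp of DNA polymerases, had log2 changes of -0.12 (standard error 0.0797, adjusted p = 0.444) with siTDRD9-1 and -0.06 (adjusted p = 0.731) with siTDRD9-2. *TYMS*, the thymidylate synthase gene, had -0.05 and -0.05 (standard error 0.0861), and *RRM2*, a subunit of ribonucleotide reductase, had 0.15 (adjusted p = 0.381) and -0.28 (adjusted p = 0.0703). Of 41 measured genes of the S phase list, 1 rose and 2 fell with siTDRD9-1 (1 and 2 adjusted over the list alone; 1 rose and 10 fell at an unadjusted p under 0.05). With siTDRD9-2, 0 passed in limma (0 adjusted over the list alone; 2 rose and 8 fell at an unadjusted p under 0.05). The list had a median log2 change of -0.06 with siTDRD9-1 (camera adjusted p = 0.333) and -0.05 with siTDRD9-2 (camera adjusted p = 0.816), and 0 of its genes had a probe set called up with both siRNAs. The replication-dependent histone genes were a separate list. Of its 54 measured genes, 5 rose and 0 fell with both siRNAs at the brightest probe set, and 49 did not pass with both. The arrays measure transcript levels in mixed populations and not the share of cells in S phase.
The paper reasons that genes which normally increase in S or G2/M phase were higher upon TDRD9 depletion. Together with its flow cytometry and proliferation measurements, it concludes from these expression data that cells with less *TDRD9* arrest in S phase.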

**Table 1:** Genes upregulated upon silencing of TDRD9 in H1993 cells

Gene symbol	Gene full name	Fold change	Fold change
		siTDRD9-1	siTDRD9-2
*CEP250*	Centrosomal protein 250kda	4.12	3.75
*MKI67*	Marker of proliferation Ki-67	4.10	3.18
*PRKDC*	Protein kinase, DNA-activated, catalytic polypeptide, DNA-PKcs	4.02	4.13
*ESCO1*	Establishment of sister chromatid cohesion N-acetyltransferase 1	3.23	3.54
*CEP350*	Centrosomal protein 350kda	2.98	2.84
*CDK11A*	Cyclin-dependent kinase 11A	2.91	3.21
*SMC1A*	Structural maintenance of chromosomes 1A	2.89	3.00
*BOD1L1*	Biorientation of chromosomes in cell division 1-like 1	2.79	3.56
*ATRX*	Alpha thalassemia/mental retardation syndrome X-linked	2.76	3.18
*SMC3*	Structural maintenance of chromosomes 3	2.74	2.95
*CDC27*	Cell division cycle 27	2.67	2.76
*SMC2*	Structural maintenance of chromosomes 2	2.54	2.39
*ERCC6L2*	Excision repair cross-complementation group 6-like 2	2.26	2.49
*RIF1*	Replication timing regulatory factor 1	2.15	2.28
*CCND2*	Cyclin D2	2.12	3.16
*PARP1*	Poly (ADP-ribose) polymerase 1	2.11	2.47
*CDCA2*	Cell division cycle associated 2	2.05	2.15
*CEP290*	Centrosomal protein 290kda	2.05	2.15
*MAP4*	Microtubule-associated protein 4	2.03	2.01

### *TDRD9* depletion causes accumulation of DNA damage

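Among the genes of the DNA damage response, *PARP1*, *ATRX*, *RIF1* and *ERCC6L2* each rose with both siRNAs at 1 or more probe sets. *PARP1*, which adds ADP-ribose to proteins at DNA breaks, rose by 1.08 (log2, standard error 0.104, adjusted p = 0.000148) with siTDRD9-1 and by 1.30 (adjusted p = 4.42e-05) with siTDRD9-2 at 1 of 4 probe sets, and its brightest had values of 0.13 and 0.27. *ATRX*, a remodeller of heterochromatin, rose at 3 of 8 probe sets, the brightest of these by 1.31 (standard error 0.095, adjusted p = 4.2e-05) and 1.42 (adjusted p = 2.4e-05), and its brightest of all had values of 0.19 and 0.33. *RIF1*, which acts with 53BP1 at broken ends, rose at its brightest probe set by 0.77 (standard error 0.0905, adjusted p = 0.000436) and 0.78 (adjusted p = 0.000347) and at another by 1.10 and 1.19. *ERCC6L2*, a helicase-like protein gene of end joining, rose at 2 of 5 probe sets, by 1.18 and 1.31 (standard error 0.115) and by 1.08 and 1.21, and its brightest had values of -0.06 and 0.07. The gene of the H2A.X histone, *H2AX*, had log2 changes of -0.13 (adjusted p = 0.448) and -0.17 (adjusted p = 0.27). These genes were measured on the arrays that also differ in the poly-A spike-ins.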

Expression of several genes involved in the DNA damage response was increased upon TDRD9 depletion (Table 1). In particular, the expression of *PRKDC,* which encodes the catalytic subunit of the DNA activated protein kinase (DNA-PKcs), was upregulated in *TDRD9*-silenced cells. 

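*PRKDC* rose at 1 of its 4 probe sets with both siRNAs. There the log2 signal was 8.81 ± 0.173 (SD, n = 3 cultures) with siControl, 10.8 ± 0.193 with siTDRD9-1 and 10.9 ± 0.0892 with siTDRD9-2. These are log2 changes of 2.01 (standard error 0.121, adjusted p = 1.36e-05 from limma) and 2.05 (adjusted p = 1.25e-05). At the brightest probe set, *PRKDC* stood at 10.9 ± 0.29 with siControl, 10.6 ± 0.107 with siTDRD9-1 and 10.9 ± 0.194 with siTDRD9-2, with log2 changes of -0.36 (standard error 0.146, adjusted p = 0.152) and -0.06 (adjusted p = 0.865). The other 2 probe sets of *PRKDC* had changes of -0.03 and 0.21, and of 0.26 and 0.03, and did not pass. *XRCC6*, which encodes the Ku70 partner of DNA-PKcs, had -0.24 (adjusted p = 0.124) and -0.11 (adjusted p = 0.514).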

DNA-PK is a central regulator of the response to double strand breaks that catalyzes the phosphorylation of histone H2A.X on Ser139 (γH2A.X). γH2A.X helps to recruit repair factors to double strand breaks [28] and coordinates the signal transduction cascades required for efficient repair [29]. Furthermore, DNA damage often blocks the progression of the DNA replication machinery and causes S-phase arrest, a phenotype observed in TDRD9-depleted cells. Therefore, we decided to investigate whether a reduction in the level of TDRD9 causes an increase of double-strand breaks (DSBs), as manifested by an increased level of activated DNA-PKcs (phospho-DNA-PKcs) and γH2A.X signals. As shown in Figure 6, siTDRD9-1-treated H1993 and H1299 cells presented increased levels of phospho-DNA-PKcs, as determined by Western blotting (Figure 6A). Consistently, a strong increase in the γH2A.X signal was also detected by both Western blotting (Figure 6B) and immunofluorescence (Figure 6C and 6D) in both cell lines. We also observed that TDRD9-depleted cells presented frequent aberrant mitosis and DNA bridges during anaphase (Figure 6E), indicative of a defective chromosomal segregation, which can originate from defects in DSB repair [30]. Finally, frequent abnormally-shaped nuclei were also found (Figure 6F and 6G), which is also a hallmark of defective chromosomal segregation [31, 32]. Therefore, we hypothesized that TDRD9 protects cells from DNA damage in TDRD9-positive lung carcinoma cells. Replicative stress is a common source of DNA damage in tumor cells [33]. In order to investigate whether TDRD9 is related to replicative stress, we have determined the sensitivity of TDRD9-depleted cells to the replication stress inducer aphidicolin. Cells treated with siTDRD9.1 were hypersensitive to aphidicolin as compared to control cells (Figure 6H left panel). The non-linearity in the clonogenic survival plot of data from depleted-cells (Figure 6H, red) is indicative of the existence of a mixed population, probably as a consequence of differential silencing of *TDRD9* in the siTDRD9-treated culture. In contrast, TDRD9-depleted cells were not hypersensitive to ionizing radiation (Figure 6H right panel). We next investigated whether an additional increase of the amount of TDRD9 protected cells from replicative stress caused by aphidiolin. Interestingly, overexpression of TDRD9 in the TDRD9-positive H1299 and H1993 cell lines increased resistance to the drug (Figure 6I). However, TDRD9 overexpression did not have any significant effect in the TDRD9-negative cell line H1264 (Figure 6I). Taken together, our data suggest that TDRD9 plays a role in protecting a subset of lung cancer cells from replicative stress.

**Figure 6:**
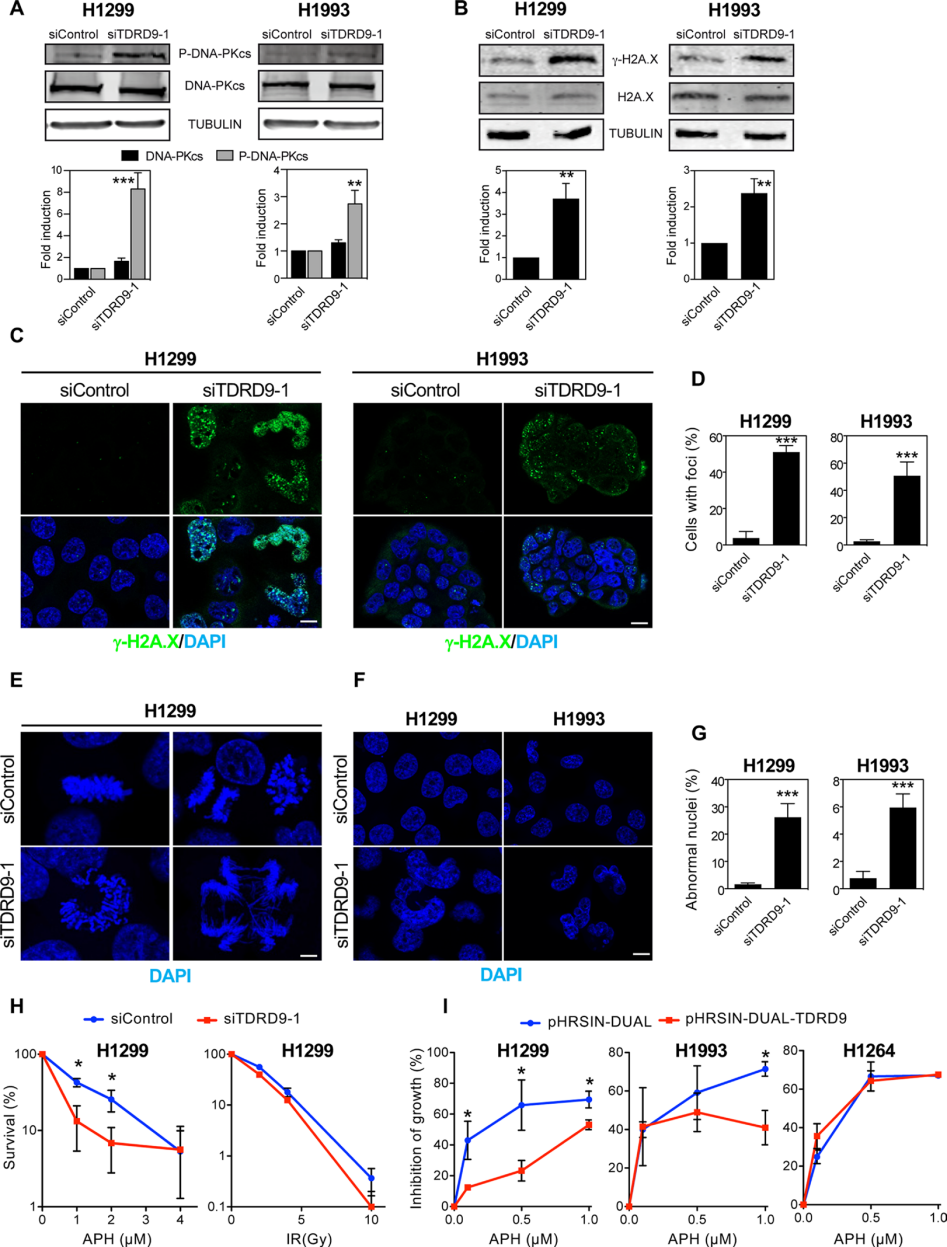
TDRD9 depletion causes DNA damage (**A**, **B**) Effect of *TDRD9* knockdown on the levels of P-DNA-PKcs protein (A) and γ-H2A.X (B) in H1993 and H1299 cell lines. Proteins levels were measured by Western blot using antibodies against the indicated proteins, 72 hours after the transfection of siRNA control (siControl) or siRNA against *TDRD9* (siTDRD9-1). Protein levels were quantified by Odyssey imaging and plotted (lower panels). Intensity values were normalized to the loading control α-tubulin (A) or to the non-modified H2A.X (B). (**C**) Immunofluorescence of γH2A.X, 72 hours after the transfection of siControl or siTDRD9-1 in H1299 and H1993 cell lines. Nuclear DNA was counterstained with DAPI. (**D**) Quantification of γH2A.X-positive cells. Only nuclei with more than two foci were recorded. Data shown are means of three independent experiments. Error bars represent ± SD values. (**E**) Aberrant mitosis are observed in H1299 cells 72 hours after siTDRD9-1 transfection. Nuclei were stained with DAPI (blue). (**F**) Abnormally-shaped nuclei (arrow) observed in H1299 and H1993 cell lines 72 hours after siTDRD9-1 transfection. Nuclei were stained with DAPI (blue). **C**, **E**, **F**. Bars, 10 μm (**G**) Quantification of the percentage of abnormal nuclei observed in H1299 and H1993, 72 hours after siTDRD9-1 transfection as compared to cells transfected with siControl. (**H**) Survival curves (clonogenic assay) in response to increasing doses of aphidicolin (left panel) or ionizing radiation (right panel) in H1299 cells transfected with siControl or siTDRD9. (**I**) Growth inhibition by sublethal concentrations of aphidicolin of H1299, H1993 and H1264 cells transduced with lentiviral particles expressing TDRD9 (pHRSIN-DUAL-TDRD9) or control particles (pHRSIN-DUAL). Student’s *t*-test ^*^P < 0.01; ^***^P < 0.001; ^***^P < 0.0001.

## DISCUSSION

Here we show that the hypomethylation of the CpG island of *TDRD9* leads to its expression in a subset of LA and NSCLC tumors and cell lines. We found that *TDRD9* expression is associated to poor prognosis for persons with LA. Importantly, knockdown of *TDRD9* in TDRD9-positive cell lines causes a decrease of cell proliferation, cell cycle arrest, increased DNA damage and apoptosis, indicating that TDRD9 could be a potential therapeutic target for TDRD9-positive tumors.

TDRD9 has been previously identified as a putative Cancer/Testis antigen (CTA), in a microarray-based transcriptomic analysis of colorectal tumors [34]. CTAs are a group of tumor-associated antigens that are normally expressed in adult testis and often aberrantly expressed in several types of cancers [13–15]. Therefore, these data suggest that *TDRD9* gene is also highly expressed in a subset of colorectal tumors. As we show here for *TDRD9*, CTA genes expression in tumors correlates with hypomethylation of their promoter-associated CpG islands [35]. Expression of testis-specific genes in tumor cells is often explained as a consequence of the dedifferentiation process that occurs during cell transformation [15]. Therefore, we hypothesize that *TDRD9* hypomethylation and de-repression may be accompanied by de-repression of other CTA genes. However, expression of *TDRD9* is not correlated with that of *MAGEA1*, *MAGEA2*, *MAGEA3*, or *MAGEA4* (Supplementary Figure 9), which are CTA genes often expressed in lung cancer and melanomas [36]. In contrast, expression of *MAGEA1-4* genes correlates positively. These data indicate that hypomethylation and de-repression of *TDRD9* are not a consequence of a general de-differentiation and hypomethylation of all CTA genes. We have also shown that *TDRD9* hypomethylation does not correlate with a widespread hypomethylation of the chromosomal region that contains the *TDRD9* gene. Therefore, we speculate that hypomethylation of the *TDRD9* CpG island is a specific tumor type-dependent event that is favored by the selective advantage conferred by the expression of TDRD9. Interestingly, forced hypomethylation and de-repression of *TDRD9* by 5-aza-2´-deoxycytidine treatment of TDRD9-negative cells, does not promote a stable de-repression of the gene, suggesting that TDRD9 expression does not confer a general selective advantage for all lung carcinoma tumor cells.

Interestingly, SPN-E (the *Drosophila* homologue of TDRD9) and some other factors involved in piRNA metabolism, such as PIWI and AUB, are ectopically expressed in malignant brain tumors in *Drosophila* [37]. Several studies have reported aberrant and ectopic expression of PIWIL proteins in human tumors of different origins [38–41]. However, very little is known about the mechanism by which PIWIL proteins contribute to tumor cells growth. One obvious possibility is that PIWIL proteins control piRNA metabolism and transposon silencing in tumor cells; however, there is no evidence for this statement. Wang et al., have recently reported that ectopic expression of *PIWIL4* in breast cancer does not affect significantly piRNA biosynthesis [41]. The strongest molecular phenotype of *Tdrd9*-/- mutant mice is the massive de-repression and hypomethylation of *Line-1* [2]. In contrast, we have observed no correlation between either *TDRD9* expression or *TDRD9* depletion and the level of *LINE-1* transcription. Taken together, these data suggest that the TDRD9 function in tumor cells is not related to control of *LINE-1* expression. Therefore, how does TDRD9 expression favor cancer cell proliferation? We have found that *TDRD9* silencing in TDRD9-positive cell lines caused a strong increase of γH2A.X, a chromatin marker of DSBs. TDRD9-depleted cells were not hypersensitive to γ-irradiation, suggesting that TDRD9 is not involved in the DSB repair process. However, TDRD9-depleted cells presented problems in S phase progression and exhibited hypersensitivity to the replication stress inducer aphidicolin. In addition, overexpression of TDRD9 protected from aphidicolin treatment in TDRD9-positive cell lines but not in the TDRD9-negative cell line H1264. Aphidicolin is a replication inhibitor that causes the replication folk to stall [42], activates the DNA replication checkpoint and increases DSBs [43]. It is well-established that replication stress is a hallmark of cancer and generates genetic instability [33]. We propose that TDRD9 plays a role in protecting a subset of lung carcinoma tumor cells from replicative stress. The mechanism by which TDRD9 affects replicative stress is unknown. TDRD9 is a putative RNA helicase that contains a RNA binding domain and a TUDOR domain, the latter of which interacts with several RG and RGG motif-containing proteins (our unpublished results). Most RG/RGG motif proteins are involved in RNA biogenesis and processing [44]. In addition, several genes related to RNA metabolism were upregulated upon TDRD9 depletion, including *DDX6, PAPOLA, DHX9, XRN1, SF3B1, FMR1,* and *ILF3* (see Supplementary Table 1). 

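Of these genes of RNA metabolism, *DDX6*, *PAPOLA*, *DHX9*, *XRN1*, *SF3B1* and *FMR1* rose in NCI-H1993 cells with both siRNAs, each at probe sets dimmer than its brightest. *DHX9*, an RNA and DNA helicase gene, rose at 2 of 3 probe sets, by 1.53 (log2, standard error 0.102, adjusted p = 2.26e-05) and 2.00 (adjusted p = 9.76e-06), and by 1.89 and 2.25 (standard error 0.16). *DDX6*, a helicase of mRNA decay and storage, rose by 1.57 (standard error 0.154, adjusted p = 0.000155) and 1.41 (adjusted p = 0.000246). *FMR1*, which encodes the fragile X protein, rose at 1 of 8 probe sets by 1.43 (standard error 0.143, adjusted p = 0.000168) and 1.72 (adjusted p = 5.01e-05). *XRN1*, the cytoplasmic exonuclease gene, rose at 1 of 4 by 1.06 (standard error 0.113, adjusted p = 0.000235) and 1.07 (adjusted p = 0.000196). *SF3B1*, a core splicing factor, rose at 2 of 3, by 1.07 and 1.01 (standard error 0.119) and by 1.33 and 1.22 (standard error 0.183). *PAPOLA* had 4 of 10 probe sets called, with rises from 1.06 to 1.44.
The brightest probe sets had values of -0.32 and -0.05 for *DHX9*, -0.21 and -0.21 for *DDX6*, -0.39 and -0.16 for *FMR1*, -0.45 and -0.16 for *XRN1*, 0.01 and -0.09 for *SF3B1*, and 0.32 and 0.21 for *PAPOLA*. The smallest adjusted p among them was 0.0394, for *XRN1* with siTDRD9-1. Over the 31 single-gene probe sets of the 6 genes, 11 were called, with a median of 1.27, and the other 20, of which 2 more passed an FDR of 0.01 upward with both siRNAs, had a median of 0.022. Splitting them by the call widens the gap between these medians. On the same 6 arrays the poly-A spike-in level was lower by 0.69 and the 3′ probe set of 18S rRNA higher by 1.48. A covariate for the 3′ to 5′ difference of the spike-ins, chosen after seeing the data, left 0 of the 11 called in limma. All 11 had an unadjusted limma p under 0.05. The standard errors grew, and the median rises went from 1.33 and 1.22 to 1.16 and 1.16. That fit cannot tell labelling from the siRNAs, since the spike-in ranges of siControl and the other arrays do not overlap. The seventh gene the paper lists was not analysed here.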

Many RNA metabolism factors affect genome stability [45], making it therefore possible that interactions created by the ectopic expression of TDRD9 in cancer cells contribute to alleviate replication stress.

In conclusion, our data support that TDRD9 is not only a prognosis marker in lung cancer and potentially in other types of cancer (melanoma), but also a possible therapeutic target for TDRD9-positive tumors by inhibiting its RNA helicase enzymatic activity or by blocking its TUDOR domain with specific drugs.

## MATERIALS AND METHODS

### Cells, culture media, and treatments

The NCI-H1299, NCI-H1975, NCI-H1993, NCI-H441, NCI-H23, NCI-H1264, and NCI-H522 cell lines were grown in RPMI medium; the A549 and A427 cell lines were grown in DMEM/F12 medium; and the HeLa cell line was grown in DMEM medium. In all cases, media was supplemented with 10% fetal bovine serum, 100 units/mL penicillin and 100 μg/mL streptomycin. Cells were maintained at 37°C in 5% CO_2_. Experiments were performed in less than 20 passages cells. Cell lines were obtained from the M. Esteller Laboratory (IDIBELL, Barcelona). Cells were periodically (ones per year) checked for *Mycoplasma* contamination and infected stocks were discarded. For *in vivo* demethylation assays cells were treated with 5-aza-2´-deoxycytidine (0.5 µM) for 72 hours.

### DNA methylation analyses

DNA methylation profiles were obtained by bisulphite genomic sequencing of at least eight clones. Genomic DNA was first modified with bisulphite-mediated conversion of unmethylated cytosines to uracil and then purified using the EZ DNA Methylation-Gold Kit (ZYMO Research). The resulting modified DNA was amplified by polymerase chain reaction (PCR) using the primers listed in Supplementary Table 2. The resulting amplified products were gel-purified, subcloned into the pGEM-T Vector Systems (Promega), and sequenced using the T7 and SP6 primers.

### *TDRD9* silencing by siRNAs

For *TDRD9* silencing, the different cell lines were transiently transfected with siRNAs using Oligofectamine (Invitrogen) for 72 hours. The following siRNA sequences were used: siTDRD9-1: 5´-GCAACUUGGUAAACUCAUA-3´; siTDRD9-2: 5´- AGCGCACCAUCCUUCUACUA-3´; and siControl: 5´ -CGUACGCGGAAUACUUCGA-3´.

### Antibodies, western blotting, and immunofluorescence

Western blotting and immunofluorescence were performed as previously described [46]. The antibodies used were: rabbit polyclonal anti-phospho-DNA-PKcs (Ser2056) (4215, Cell Signaling), mouse monoclonal anti-phospho-H2A.X (Ser139) (05-636, Millipore), and mouse monoclonal anti-alpha-Tubulin (T9026, Sigma-Aldrich). As secondary antibodies for Western blotting, goat IRDye 680RD anti-mouse IgG (H+L) (926-68070, Li-COR Bioscience), and IRDye 800CW anti-rabbit IgG (H+L) (926-32211, Li-COR Bioscience) were used. Results were visualized using an Odyssey Infrared Imaging System (Li-COR Bioscience). Alexa Fluor 488 goat anti-mouse IgG (A11001, Life Technologies) was used as a secondary antibody for immunofluorescence.

### Lentivirus production and transduction assays

For lentiviral production, 2 × 10^6^ HEK293T cells were transfected with Fugene 6 (Promega) using 7.5 *μ*g of the transfer vectors pHRSIN-DUAL with 5 and 2.5 *μ*g of the packaging plasmids pCMVDR8.91 and pVSVG, respectively. Lentiviruses were harvested 72 h posttransfection, passed through a 0.45-*μ*m filter and concentrated by ultracentrifugation at 100 000 × *g* for 90 min. Virus particles were resuspended in RPMI medium, snap frozen in liquid nitrogen and stored at −80 °C. Titers of pHRSIN-DUAL lentiviral particles were determined by FACS analysis of GFP-positive H1993 infected cells. For ectopic expression of TDRD9 cells were infected with pHRSIN-DUAL or pHRSIN-DUAL-TDRD9 lentivirus (MOI = 2), respectively. The dual-promoter lentivector pHRSIN-DUAL (also known as pHRSIN-CSGWdINotI_pUb_Em) was kindly provided Mary K Collins (Windeyer Institute, London). For construction of the pHRSIN-DUAL-TDRD9 vector a cDNA encoding human TDRD9 was provided by RZPD, Berlin, Germany (I.M.A.G.E. Consortium (LLNL) cDNA clones) (RZPD clone ID:IMAGp998G0610753Q). BamHI restriction sites were inserted before the ATG of *TDRD9* cDNA sequence using standard PCR techniques. A *Bam*HI-*Not*I fragment containing the full length TDRD9 cDNA was cloned into pHRSIN-DUAL lentiviral vector previously linearized with *Bam*HI and *Not*I.

### Cell cycle and apoptosis analysis using flow cytometer

Cells were harvested, washed with PBS and resuspended in ice-cold PBS. Ethanol (70%) was added dropwise while vortexing at low speed, and cells were then fixed at 4°C for at least 1 hour. Cells were washed with PBS and treated with FACS buffer (250 μg/mL RNase A [Sigma-Aldrich], and 10 μg/mL propidium iodide diluted in PBS). Cells were incubated at 37°C for 30 minutes and then analyzed using a FACSCalibur (BD). Apoptosis was determined by measuring the percentage of cells containing a subG1 DNA content.

### Clonogenic survival and growth inhibition assays

For clonogenic survival assays, siRNA-treated cells were plated in triplicate on 10-cm dishes at clonal density (1000-2000 cells), allowed to adhere for 8 h, and damage treatments administered (aphidicolin or γ-irradiation). After 8–10 days of growth, plates were rinsed, fixed/stained in 20% ethanol/4% crystal violet (w/v), rinsed in distilled water and colonies counted. Results were normalized respect to untreated conditions to adjust for plating efficiency and determine percentage survival.

For growth inhibition assays, 24 h after lentiviral transduction cells were treated with sublethal concentrations of aphidicolin (0.1 µM, 0.5 µM and 1 µM) and allowed to grow for additional 48 h. Then cells were counted and % of growth inhibition respect to untreated cells was calculated.

### RNA extraction and mRNA quantification

Total RNA was isolated by using the RNeasy Kit (Qiagen) following manufacturer’s instructions, including DNase I digestion to avoid potential contaminations of DNA. The cDNA was generated from 100 ng of total RNA by using SuperScript First Strand Synthesis System (Invitrogen). cDNA (2 µl) solution was used as a template for conventional or real-time quantitative PCR (RT-PCR or RT-qPCR, respectively). Gene products were quantified by qPCR with the Applied Biosystems 7500 FAST Real-Time PCR System, using Applied Biosystems Power SYBR Green Master Mix. Values were normalized to the expression of the human *GAPDH* housekeeping gene. Each experiment was performed at least in triplicate. Sequences of all oligonucleotides used are listed in Supplementary Table 2.

### Microarray expression analysis

Three independent experiments of transfection of H1993 cells with siControl, siTDRD9-1 or siTDRD9-2 siRNAs were performed. After 72 hours, total RNA was isolated from cells using RNeasy Mini Kit (Qiagen). Purity and quality of isolated RNA were assessed by RNA 6000 Nano assay on a 2100 Bioanalyzer (Agilent Technologies, Santa 6 Clara, CA). RNA (100 ng) was used to produce end-labelled biotinylated ssDNA. Labeled ssDNA was hybridized to the GeneChip^®^ PrimeView Gene Expression Array oligonucleotide microarray (Affymetrix, Santa Clara, CA) according to manufacturer’s recommendations. Arrays were scanned using the GeneChip Scanner 3000 7G (Affymetrix), and raw data were extracted from the scanned images and analyzed with the Affymetrix GeneChip Command Console Software (Affymetrix). The raw array data were normalized using the Robust Multichip Average (RMA) method [47]. Fold-change and statistic parameters of siControl versus siTDRD9-1 or siTDRD9-2 comparisons were performed using the LIMMA package [48] through oneChannelGUI [49]. Genes differentially expressed more than 2-fold (lineal change) and with FDR < 0.01 were selected. Genes that were differentially expressed with both siRNAs that target *TDRD9* transcript were then selected for further analysis. Gene ontology functional categories were analyzed using DAVID [50] or WebGestalt [51]. The significance of the enrichment was computed using the hypergeometric test. Pathways enrichment of the Pathway Commons database was screened using the WebGestalt software packages. Bonferroni-adjusted *P* values of the hypergeometric test were used to determine enrichment significance. Microarray data are available from the GEO database (accession number GSE104151).

### Analysis of tumor datasets and statistics

Microarray gene expression data were obtained from ONCOMINE [16]. *P* values were calculated using a two-tailed Student´s *t*-test with a confidence interval of 95% by using GraphPad *Prism* version 5.0. Shapiro-Wilk tests for normality were performed in http://scistatcalc.blogspot.com.es/2013/10/shapiro-wilk-test-calculator.html. RNA-seq expression data were obtained from The Cancer Genome Atlas (TCGA) (http://cancergenome.nih.gov/). Clinical data of the cohorts for lung adenocarcinoma (TCGA-LUAD) [21] and skin melanoma (TCGA-SKCM) [22], and DNA methylation data, were obtained through cBioPortal (http://www.cbioportal.org/) [23]. Regression plots, and determination of Pearson coefficients were performed using Excel version 15.24. Survival plots and the log-rank test were performed using GraphPad *Prism* version 5.0. NIH Roadmap Epigenomics Mapping Consortium CpG methylation data were visualized by using the UCSC Genome Browser (http://genome.ucsc.edu/).

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

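Transcript levels were measured in 9 cultures of NCI-H1993 lung adenocarcinoma cells, 3 each with siControl, siTDRD9-1 and siTDRD9-2, with 1 Affymetrix PrimeView array per culture. The log2 values were made by the authors, as deposited, with RMA in Affymetrix Expression Console, and the authors also name limma, with no versions given. The values were used as deposited. Probe sets were assigned to genes with the array's annotation table, and 0 symbols needed updating. The fields on RNA isolation and labelling name another cell line and a whole-transcript kit, and the sample labels were followed.

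The computations used R 4.3.3 and limma 3.58.1. The 102 control probe sets were left out of the tests and examined apart. The remaining 49293 were fitted with 1 limma model of 3 groups with empirical Bayes moderation. The comparisons were each siRNA against siControl, the mean of both against siControl, and siTDRD9-2 against siTDRD9-1. The p of each comparison was adjusted by the Benjamini-Hochberg method, and the adjusted p of genes in the text come from this limma model. A probe set was called at an FDR under 0.01 and a change of at least 2-fold, and a gene when 1 of its single-gene probe sets was called with both siRNAs in 1 direction. On simulated data made from these arrays, 70% and 64% of 50 probe sets changed 2-fold, and 8% and 6% of 50 changed 1.5-fold, passed an FDR of 0.01 with siTDRD9-1 and siTDRD9-2.

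For each named gene the single-gene probe set with the highest mean over the 9 arrays is given. Genes were named when the paper names them, when they were among the 10 largest rises or falls with both siRNAs or the 5 largest differences in each direction between the siRNAs, or as up to 4 members of a list. Other genes are marked as named after their values were seen. The 21 lists were tested with camera with a preset correlation of 0.01, adjusted over the 21 lists at a threshold of 0.05, and with an estimated correlation and fry beside it. Over-representation among genes called up was tested with one-sided Fisher's exact tests against 18132 genes. Single measures per array were compared with exact permutation tests. The correlation expected from shared controls came from 100 simulations of unchanged groups, with each probe set drawn independently.

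Where they apply, the counts, the named genes and the list shifts were also computed with a fit of 2 groups, the replicate number as a block, a variance trend, array weights, median centring, cyclic loess, a filter on dim probe sets, other thresholds, the mean of a gene's probe sets, and each array left out in turn. The correlation was also computed with the block, the scalings, the filter, 1 value per gene and each array left out, and over-representation at 1.5-fold with an FDR of 0.05 and with the filter. Alternatives chosen after seeing the data are named as such. RT-qPCR, flow cytometry, imaging, blots, clonogenic assays and public tumour data of the paper were not analysed here, and neither was 1 gene of the RNA metabolism group.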

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

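The tests of the 2 patterns described below were chosen after the result was seen.

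The control probe sets of the array, which the paper does not describe, differed between the 6 siTDRD9 arrays and siControl. The 3′ to 5′ difference of the poly-A spike-ins changed by -0.33 and their level by -0.69. The hybridization spike-ins differed by 0.33, the 3′ to 5′ difference of *GAPDH* and *ACTB* by -0.24 and the 3′ probe set of 18S rRNA by 1.48.

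The probe sets called up rose by a median of 1.30 and the other probe sets of their genes by 0.022 (SD 0.36). These groups were split by the call itself, which widens the gap, so the gap alone cannot tell whether whole transcripts rose. The brightest probe set, chosen by level and not by the call, was called for 16 of the 111 genes. For most of these genes a rise of the whole transcript may therefore not be what was measured. Of 108 genes with several probe sets, 48 had more than 1 that rose with both siRNAs, and in 4 all rose. Probe sets with the suffix s or x, designed to match several transcripts, made up 16.9% of those called up and 29.2% of all (Fisher's exact test, two-sided, p = 0.000451). Probe sets of these suffixes were thus not over-represented among those called up. Other suffixes were not counted and binding to other RNA was not measured, so cross-matching in general cannot be judged from this share. Within groups, the mean of the probe sets called up had a slope of -0.477 on the spike-ins' 3′ to 5′ difference, which differs from the -4.11 that the groups would need (exact permutation p = 0.00463, the smallest of 216 permutations). Whether labelling could account for the rises cannot be told, since the spike-in ranges of siControl and the other arrays do not overlap.

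The rises were of 1 size with both siRNAs although *TDRD9* fell much more with siTDRD9-1. Over the 241 probe sets called up with siTDRD9-1, selected on this siRNA alone, the ratio of the siTDRD9-2 to the siTDRD9-1 log2 change had a median of 0.938 (quartiles 0.765 to 1.08), against 0.320 for *TDRD9*, and over the 111 called down it was 0.456 (quartiles 0.260 to 0.724). In 100 simulated sets of arrays that share their siControl arrays and have this ratio set to that of *TDRD9*, the median lay between 0.182 and 0.447 for probe sets called up and between 0.227 and 0.445 for those called down, so rises in proportion to the fall of the mRNA might not be expected to look like these. A difference in how the siControl arrays were handled could also give equal rises, and the spike-in level differed by -0.69 (SD of siControl 0.127), so the siRNAs and the handling cannot be separated here.

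Between siTDRD9-2 and siTDRD9-1, 151 probe sets were called. The interferon list was lower with siTDRD9-2 than with siTDRD9-1 (camera adjusted p = 3.55e-08, adjusted p = 0.24 with an estimated correlation). The list of oxidative phosphorylation was higher with siTDRD9-2 (camera adjusted p = 6.75e-06, adjusted p = 0.24 with an estimated correlation). The splicing list was higher with siTDRD9-2 (camera adjusted p = 0.000598, adjusted p = 0.318 with an estimated correlation). The list of RNA helicases and decay was higher with siTDRD9-2 (camera adjusted p = 0.0062, adjusted p = 0.695 with an estimated correlation).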

How the results depend on the processing

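The spike-in covariate, the brightest probe set alone, the mean per gene for the count of genes, and the probe set with the largest change were chosen after the result was seen, and the other alternatives were planned.

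Precision is limited by 3 cultures per group. Under the alternatives planned, 4020 values of named genes kept their call, 205 no longer passed an FDR of 0.01, 105 came to pass and 22 turned direction. The counts of called probe sets depended on the threshold. Without the 2-fold requirement they were 2237 with siTDRD9-1, 2556 with siTDRD9-2, 2887 for both against siControl and 963 between the siRNAs, and 677 genes passed with both. With the 3′ to 5′ difference of the spike-ins as a covariate, 2 probe sets were called with siTDRD9-1, 0 with siTDRD9-2 and 1 for both, and 0 genes with both. The standard errors grew, and the median rises of the probe sets called up went from 1.28 to 1.17 and from 1.32 to 1.17. The spike-in ranges of siControl and the other arrays do not overlap, so this fit cannot separate labelling from the siRNAs. With the replicate number as a block, the counts were 366, 415, 285 and 158, and 130 genes. Of 9 pairs of arrays with 1 replicate number, 2 had residuals that correlated above 0.1, in a range of -0.15 to 0.15. With only the brightest probe set of each gene 22 genes were called with both siRNAs, and 9 with the mean of a gene's probe sets. The correlation of the changes was 0.530 with 1 value per gene.

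The fall of *TDRD9* with siTDRD9-2 passed an FDR of 0.01 no more with the block (-0.70) and with cyclic loess (-0.67). It ranged from -0.77 to -0.63 when single arrays were left out, and passed in 2 of the 9 cases. Of 4 lists that shifted with siTDRD9-1, 2 did so with the mean of probe sets, 0 with an estimated correlation and up to 7 when an array was left out (siTDRD9-1 replicate 2), with a lowest number of 3. Of 2 lists that shifted with siTDRD9-2, 1 did so in a fit of 2 groups, with the block, with array weights and with median centring, 0 with an estimated correlation, and 1 to 3 when arrays were left out. Of 6 lists over-represented among the genes called up, 1 remained when only brightest probe sets counted. The *MAGEA* list gave no value without dim probe sets.

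The values of single genes depended on the probe set. With the mean over probe sets, negative values that did not pass at the brightest probe set became rises that passed, of 0.89 and 1.17 for *BDP1*, 0.60 and 0.53 for *CDCA2*, 1.06 and 0.98 for *CEP250*, 0.64 and 0.63 for *CEP290*, 0.82 and 0.66 for *DDX6*, 1.04 and 1.403 for *DHX9*, 0.73 and 0.82 for *ESCO1*, 0.49 and 0.45 for *PPFIBP1* and 0.54 and 0.57 for *RAD21*. With siTDRD9-1 alone they became 0.62 for *BOD1L1* and 0.47 for *ERCC6L2*, and with siTDRD9-2 alone 0.56 for *PRKDC* and 0.71 for *SF3B1*. With the probe set of the largest change, such values became rises of 1.04 and 1.10 for *CDCA2*, 2.04 and 1.91 for *CEP250*, 1.03 and 1.10 for *CEP290*, 1.58 and 1.504 for *CEP350*, 1.57 and 1.41 for *DDX6*, 1.89 and 2.25 for *DHX9*, 1.69 and 1.82 for *ESCO1*, 1.43 and 1.72 for *FMR1*, 1.02 and 1.01 for *MAP4*, 2.01 and 2.05 for *PRKDC*, 1.53 and 1.58 for *SMC1A* and 1.06 and 1.07 for *XRN1*, with siTDRD9-1 alone at 1.48 for *BOD1L1*, 1.18 for *ERCC6L2*, 2.04 for *MKI67* and 1.35 for *SMC2*, and with siTDRD9-2 alone at 1.22 for *SF3B1*.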

Differences from the paper's values

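The probe set with the largest change of each gene and the correlation with control probe sets included were chosen after the result was seen, and the rule of the brightest probe set was fixed before the data were examined. A fold change is counted as differing when it is over 1.5 times the other and the log2 values differ by more than the larger SD of the cultures of siControl or of that siRNA. A count is counted as differing when it is over 1.5 times the other, and a correlation when the difference exceeds its jackknife standard error, 0.0752.

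Of the 38 fold changes of Table 1, 30 differ from those of the brightest probe set of the gene, in 15 of 19 genes. The fold changes with siTDRD9-1 and siTDRD9-2 were 4.12 and 3.75 in the paper against 0.97 and 0.911 for *CEP250*, 4.10 and 3.18 in the paper against 0.961 and 1.05 for *MKI67*, 4.02 and 4.13 in the paper against 0.778 and 0.962 for *PRKDC*, 3.23 and 3.54 in the paper against 0.849 and 0.882 for *ESCO1* and 2.98 and 2.84 in the paper against 0.722 and 0.897 for *CEP350*. They were 2.91 and 3.21 in the paper against 1.02 and 1.09 for *CDK11A*, 2.89 and 3.00 in the paper against 0.802 and 0.951 for *SMC1A*, 2.79 and 3.56 in the paper against 0.846 and 1.04 for *BOD1L1*, 2.76 and 3.18 in the paper against 1.14 and 1.26 for *ATRX* and 2.54 and 2.39 in the paper against 0.889 and 1.01 for *SMC2*. For the remaining genes they were 2.26 and 2.49 in the paper against 0.958 and 1.05 for *ERCC6L2*, 2.11 and 2.47 in the paper against 1.1 and 1.21 for *PARP1*, 2.05 and 2.15 in the paper against 0.849 and 0.729 for *CDCA2*, 2.05 and 2.15 in the paper against 0.881 and 0.762 for *CEP290* and 2.03 and 2.01 in the paper against 0.93 and 0.95 for *MAP4*. For *CDK11A* with siTDRD9-2 the paper's Supplementary Table 1 gives 2.37. At their brightest probe sets, 4 of the 19 genes rose with both siRNAs, *SMC3*, *CDC27*, *CCND2* and *RIF1*.

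None of the other settings removed any of these differences except the mean over a gene's probe sets, which removed 4, those of *CDCA2* and *CEP290*, and brought 34 of the 38 values to differ. The probe set with the largest change removed 28 and left the 2 of *CDK11A*, whose single-gene probe sets were not called. A probe set that *CDK11A* shares with *CDK11B* had folds of 2.91 and 3.21, the values of Table 1. Another shared one had 2.37 with siTDRD9-2, the value of Supplementary Table 1.

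Of 20 values of the RT-qPCR, another method, in Fig. 5B, read by eye, 6 differ from the brightest probe set. They are *CCN2* with siTDRD9-2 (about 0.17 of siControl in Fig. 5B, read by eye, against 0.754), *AXL* with siTDRD9-1 (about 0.27 against 0.956) and with siTDRD9-2 (about 0.03 against 0.952), *PBX2* (about 0.72 against 0.377 and about 0.75 against 0.426) and *PRKDC* with siTDRD9-1 (about 1.4 against 0.778). The mean over probe sets removed 3 of these, those of *PBX2* and *PRKDC*, and the probe set with the largest change removed 1, that of *AXL* with siTDRD9-1, while 10 of the 20 values then differ. The brightest probe set is chosen by its mean over all arrays, so the rule can pass over a probe set that falls. In siControl the called probe set was the brighter, at 5.14 against 4.35 for *AXL* and 4.45 against 3.90 for *CCN2*. The called ones had folds of 0.236 and 0.218 for *AXL* and of 0.423 and 0.326 for *CCN2*. Without dim probe sets, 14 values remained, of which 3 differed.

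The counts of genes lay within 1.5 times of each other, 125 with both siRNAs, 111 up and 15 down, against 138, 123 and 15 in the paper. Supplementary Table 1 lists 122 genes up, 14 down and 2 in opposite directions. The correlation was 0.632 against 0.634, and 0.634 with control probe sets included.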

Other observations

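The comparison of gene spans and the naming of single genes here were chosen after the result was seen, and the lists and the splits of arrays were planned.

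Of 54 histone genes, 5 rose at the brightest probe set with both siRNAs. *H1-2*, a linker histone gene, rose by 0.92 (log2, standard error 0.182, adjusted p = 0.0079) with siTDRD9-1 and by 0.88 (adjusted p = 0.0093) with siTDRD9-2, and *H2AC20*, a gene of histone H2A, rose 2.83-fold with siTDRD9-1 (standard error of the log2 change 0.132, adjusted p = 9.5e-05) and 2.82-fold with siTDRD9-2 (adjusted p = 6.81e-05). In this list 6 rose with siTDRD9-1 (6 adjusted over the list alone) and 5 with siTDRD9-2 (8), and 3 were called, against 0.331 expected (adjusted p = 0.0155, one-sided Fisher's exact test). These 3 were called at their brightest probe sets and stand in Supplementary Table 1, known when the list was written, so the list is not independent evidence. The list had a median change of 0.06 with siTDRD9-1 (camera adjusted p = 0.00522, adjusted p = 0.602 with an estimated correlation) and of -0.037 with siTDRD9-2 (adjusted p = 0.158). On the same 6 arrays the poly-A spike-in level differed by -0.69, the 3′ to 5′ difference of the spike-ins by -0.33 and the 3′ probe set of 18S rRNA by 1.48. With that 3′ to 5′ difference as a covariate, chosen after seeing the data, 0 of the 3 stayed called in limma. All 3 had an unadjusted limma p under 0.05. The standard errors grew, and their median rises went from 1.83 and 1.91 to 2.02 and 2.11. Since the spike-in ranges of siControl and the other arrays do not overlap, that fit cannot tell labelling from the siRNAs.

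Interferon-stimulated genes shifted up with siTDRD9-1 (camera adjusted p = 2.06e-06, adjusted p = 0.422 with an estimated correlation) and not with siTDRD9-2 (adjusted p = 0.645). *IFI35*, an interferon-induced gene, had log2 changes of 0.49 (adjusted p = 0.0106 in limma) and -0.18 (adjusted p = 0.294), and *ISG15*, a ubiquitin-like modifier gene, of 0.32 and -0.38, a difference of -0.70 (adjusted p = 0.00747). Of 35 genes, 2 rose with siTDRD9-1 (3 adjusted over the list alone) and 2 fell with siTDRD9-2 (2).

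Targets of YAP and TEAD, regulators of growth and adhesion, shifted down with siTDRD9-1 (camera adjusted p = 0.00144, adjusted p = 0.422 with an estimated correlation; adjusted p = 0.158 with siTDRD9-2). Of 22 genes, 5 fell with siTDRD9-1 (10 adjusted over the list alone), and 1 rose and 3 fell with siTDRD9-2 (1 and 5). *ASAP1*, a regulator of Arf GTPases, fell with both by 0.55 and 0.54 (standard error 0.0975). Genes of oxidative phosphorylation shifted up with siTDRD9-2 (camera adjusted p = 0.000968, adjusted p = 0.84 with an estimated correlation; adjusted p = 0.693 with siTDRD9-1). Of 62 genes, 1 rose and 1 fell with siTDRD9-1 (0 and 1 adjusted over the list alone) and 1 rose with siTDRD9-2 (1). *UQCR10*, a subunit of complex III, rose with both by 0.40 and 0.57 (adjusted p = 0.00879 and 0.00102).

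Of 28 p53 targets, 3 rose and 1 fell with siTDRD9-1 (3 and 2 adjusted over the list alone) and 0 rose and 3 fell with siTDRD9-2 (0 and 3; camera adjusted p = 0.693 and 0.531). *PLK2*, a kinase gene induced by p53, fell by 0.87 with siTDRD9-1 (adjusted p = 0.000325 in limma) and had a value of -0.20 with siTDRD9-2 (adjusted p = 0.239). Of the 4 probe sets of *PLK2* only 1 passed with any siRNA, and their values went up to 0.31. In the piRNA list, *TDRD9* was the only one of 21 genes to fall with both siRNAs, and *PIWIL4*, a PIWI protein gene, had values of -0.23 and -0.22 (adjusted p = 0.221 and 0.226). Of 6 *MAGEA* genes, 0 passed in limma (0 at an unadjusted p under 0.05). *MAGEA1* stood at a mean of 2.48. Of 64 genes of the cytosolic ribosome, 0 passed with either siRNA (2 rose and 3 fell with siTDRD9-2 at an unadjusted p under 0.05 in limma). *MET*, which encodes a receptor tyrosine kinase, stood at 13.3. *LUM*, a proteoglycan gene among the fibroblast markers, fell with both by 0.82 and 0.72 from a signal near the lower end of the array, and *CEACAM6*, a lung epithelium marker, fell by 0.54 with siTDRD9-2 alone (adjusted p = 0.00317).

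The lists of colorectal, lung and fibroblast markers did not shift (camera adjusted p = 0.817, 0.817 and 0.961 with siTDRD9-1, and 0.645, 0.531 and 0.663 with siTDRD9-2).

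The genes called up were long. Their median genomic span was 66.7 kb, against 25.8 kb for all genes and 37.7 kb for the median of 10000 random lists matched in number of probe sets and level.

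Of 138 genes of Supplementary Table 1, 129 matched 1 probe set here by both fold changes within 0.02%, and all 129 were called here. Of these, 15 are the brightest probe set of their gene. The other 9 genes had each fold change at a different probe set of the gene.

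Splits of the arrays ask whether chance can be excluded, and those between 2 groups use a fit of these groups alone, so their counts differ from those of the fit of 3 groups. Of 84 splits of 9 arrays into 6 and 3, the real one called 261 probe sets and the highest other 79, and 1 split reached the real value. A random split would thus seldom give this count (exact test over the splits, p = 0.0119, the smallest possible). The same split separates the arrays by their spike-ins, so it cannot tell the siRNAs from handling. For the genes called with both siRNAs, 1 of 100 drawn splits reached 125, with 122 as the highest other, found among 2 of 99 splits that keep the siControl arrays together, and 23 elsewhere. For the correlation, 38 of 100 drawn splits gave a value as high as 0.632. The highest other was 0.853, among the 2 that keep the siControl arrays as the control group, and 0.837 elsewhere. Splits that mix the groups carry their differences into the shared control or into both changes. They do not show what r is without an effect, so they cannot tell whether chance can be excluded. With 10 splits each, 1 split reached the 338 probe sets of siTDRD9-1, the 375 of siTDRD9-2 and the 110 between them, with 0 as the highest other, and these splits are too few. For the lists, 5, 6 and 5 of 10 splits shifted as many as the real 4, 1 and 4, with 11, 7 and 9 as the highest others, and these splits are also too few.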
